# Fgfr2b signaling is essential for the maintenance of the alveolar epithelial type 2 lineage during lung homeostasis in mice

**DOI:** 10.1007/s00018-022-04327-w

**Published:** 2022-05-19

**Authors:** Negah Ahmadvand, Arun Lingampally, Farhad Khosravi, Ana Ivonne Vazquez-Armendariz, Stefano Rivetti, Matthew R. Jones, Jochen Wilhelm, Susanne Herold, Guillermo Barreto, Janine Koepke, Christos Samakovlis, Gianni Carraro, Jin-San Zhang, Denise Al Alam, Saverio Bellusci

**Keywords:** Alveolar epithelial progenitors activation, Amplification and differentiation, Organoids, Lineage tracing, Fgfr2b

## Abstract

Fibroblast growth factor receptor 2b (Fgfr2b) signaling is essential throughout lung development to form the alveolar epithelial lineage. However, its role in alveolar epithelial type 2 cells (AT2s) homeostasis was recently considered dispensable. S*ftpc*^*CreERT2*^;* Fgfr2b*^*flox/flox*^; *tdTomato*^*flox/flox*^ mice were used to delete *Fgfr2b* expression in cells belonging to the AT2 lineage, which contains mature AT2s and a novel Sftpc^Low^ lineage-traced population called “injury activated alveolar progenitors” or IAAPs. Upon continuous tamoxifen exposure for either 1 or 2 weeks to delete *Fgfr2b*, a shrinking of the AT2 population is observed. Mature AT2s exit the cell cycle, undergo apoptosis and fail to form alveolospheres in vitro. However, the lung morphometry appears normal, suggesting the involvement of compensatory mechanisms. In mutant lungs, IAAPs which escaped *Fgfr2b* deletion expand, display enhanced alveolosphere formation in vitro and increase drastically their AT2 signature, suggesting differentiation towards mature AT2s. Interestingly, a significant increase in AT2s and decrease in IAPPs occurs after a 1-week tamoxifen exposure followed by an 8-week chase period. Although mature AT2s partially recover their alveolosphere formation capabilities, the IAAPs no longer display this property. Single-cell RNA seq analysis confirms that AT2s and IAAPs represent stable and distinct cell populations and recapitulate some of their characteristics observed in vivo. Our results underscore the essential role played by Fgfr2b signaling in the maintenance of the AT2 lineage in the adult lung during homeostasis and suggest that the IAAPs could represent a new population of AT2 progenitors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-022-04327-w.

## Introduction

The fibroblast growth factor (Fgf) family is made of 22 members. Fgfs can either act in a paracrine, endocrine, or intracellular fashion. The Fgfs acting through a paracrine mechanism elicit their signaling through fibroblast growth factor receptors (Fgfr) and heparin-sulfate proteoglycans. The endocrine Fgfs signal through Fgfr with the Klotho family of proteins as co-receptors, and the intracellular Fgfs display Fgfr independent signaling [1–3]. The paracrine Fgfs contain Fgf 3, 7, 10, and 22 and interact mainly with Fgfr2b [4]. Among the paracrine Fgfs, Fgf10 takes center stage for its nonredundant role during development, homeostasis, and repair after injury [5–7]. During the pseudoglandular stage of lung development, Fgf10 is expressed dynamically in the mesenchyme in association with the newly formed epithelial buds [8]. Genetic inactivation of *Fgf10* or its receptor *Fgfr2b* leads to a lung displaying the rudimentary primary bronchi, but lacking further ramifications [9–11]. Using an inducible dominant-negative Fgfr2b approach, we characterized both primary transcriptional targets and the main biological activities associated with Fgfr2b signaling. At E12.5, Fgf10 signaling essentially regulates adherens junction and basement membrane organization. Fgf10 acts primarily through beta-catenin signaling and maintains the expression of Sox9, a transcription factor essential for alveolar progenitor differentiation, in the distal epithelium [12]. At E14.5, Fgfr2b signaling controls proliferation of the alveolar epithelial progenitors, and the identified primary transcriptional targets support both overlapping and distinct biological activities as compared to E12.5 [13]. At E16.5, Fgfr2b signaling prevents the differentiation of AT2 progenitors (Jones and Bellusci, unpublished data). Such function is conserved during the alveolar phase of lung development in mice [14]. Fgf10 also plays a vital role during the repair process. For example, *Fgf10* deletion in peribronchial mesenchymal cells leads to impaired repair following injury to the bronchial epithelium using naphthalene [15, 16]. On the other hand, overexpression of *Fgf10* reduces the severity of lung fibrosis in bleomycin-induced mice [17]. Despite these diverse biological activities during development and repair after injury, Fgfr2b signaling in AT2s has been deemed dispensable during homeostasis [14, 18]. Notably, the respective functions of Fgfr2b signaling in our recently described, lineage-traced, AT2 subpopulations has not been defined [19].

Previous studies using the 3D matrigel-based alveolosphere assay in vitro and following diphtheria toxin (DTA)-based genetic deletion of lineage-labeled Sftpc^Pos^ cells using *Sftpc*^*CreERT2/*+^;* Rosa26*^*LSL-DTA/LSL-tdTomato*^ mice in vitro demonstrated the relevance of AT2s as stem cells for the respiratory epithelium [20, 21]. However, in both assays, the self-renewal capability is present only in a subpopulation of lineage-labeled Sftpc^Pos^ AT2s, as only 1–2% of the cultured FACS-isolated lineage-labeled AT2s generated alveolospheres [20]. AT2 stem cells reside in a stromal niche made of lipofibroblasts (LIFs) [5, 20, 22–24]. Some of these LIFs express Fgf10, which acts on the LIFs themselves via Fgfr1b and Fgfr2b to maintain their differentiation [5, 22]. Given the role of Fgf10^Pos^-LIFs in maintaining AT2 stem cell proliferation [24], we propose that Fgf10 signaling to AT2s via Fgfr2b could be instrumental for the maintenance of the AT2 stem cell characteristics.

Using the *Sftpc*^*CreERT2/*+^; *tdtomato*^*flox/flox*^ mice, we previously reported the existence of two distinct AT2 subpopulations called AT2-Tom^Low^ (aka injury-activated alveolar progenitors (IAAPs)) and AT2-Tom^High^ (aka AT2s) [19]. IAAPs express a lower level of *Fgfr2b* and *Etv5*, indicating minor Fgfr2b signaling in these cells and a low level of AT2 differentiation markers *Sftpc*, *Sftpb*, and *Sftpa1.* On the other hand, AT2s show high *Sftpc*, *Sftpb*, and *Sftpa1* and significant activation of Fgfr2 signaling illustrated by the high level of *Fgfr2b* and *Etv5* expression. ATAC-seq analysis indicates these two subpopulations are distinct. Upon pneumonectomy, the number of IAAPs, but not AT2s, increases, and IAAPs display increased expression of *Fgfr2b*, *Etv5*, *Sftpc*, *Ccnd1*, and *Ccnd2* compared to sham. Therefore, our previous work suggested that IAAPs represent quiescent, immature AT2-progenitor cells in mice that could proliferate and differentiate into mature AT2s upon pneumonectomy [19].

The current study analyzes the impact of *Fgfr2b* deletion on AT2s and IAAPs during homeostasis. We have used *Sftpc*^*CreERT2*^; *Fgfr2b*^*flox/flox*^; *tdTomato*^*flox/flox*^ mice to lineage-trace AT2s and IAAPs and delete *Fgfr2b* expression in these subpopulations. In addition, flow cytometry, qPCR, ATAC-seq, gene arrays, scRNA-seq, immunofluorescence, alveolosphere assays, and lung morphometry were carried out. Contrary to the previous studies, our results indicate an essential role for Fgfr2b signaling in IAAPs and AT2s during homeostasis, and help unravel the unexpected behavior of IAAPs, which likely represent a novel AT2 subpopulation with regenerative capabilities.

## Materials and methods

### Animal experiments

All animals were housed under specific pathogen-free (SPF) conditions with free access to food and water. Genetically modified mice including *Sftpc*^*tm1(cre/ERT2*,*rtTA)Hap*^ (stock number 007905), *Fgfr2*^*tm1Dsn*^ (*Fgfr2-IIIb*^*flox*^) [gift from C. Dickson, [4] and the Cre reporter line *tdTomato*^*flox*^ (B6;129S6-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J (stock number 007909) were purchased from Jackson Laboratory (Bar Harbor/ME, USA). 8 to 16-week-old mice were treated with tamoxifen‐containing water (1 mg/mL) (T5648, Sigma‐Aldrich, Darmstadt/Germany) to induce Cre recombinase activity. All animal studies were performed according to protocols approved by the Animal Ethics Committee of the Regierungspraesidium Giessen (permit numbers: G7/2017–No.844-GP and G11/2019–No. 931-GP).

### Lung dissociation and FACS

Adult mice were sacrificed, and lungs were perfused with 5 mL PBS through the right ventricle. Next, lungs were inflated via the trachea with dispase and kept in dispase (Coning, NY, USA) and Collagenase Type IV at 37 °C for 40 min with frequent agitation. To obtain single-cell suspensions, the digested tissue was then passed serially through 100-, 70-, and 40-μm cell strainers (BD Biosciences). First, red blood cells (RBC) were eliminated using RBC lysis buffer (Sigma‐Aldrich), according to the manufacturer's protocol. Next, cells were pelleted, resuspended in FACS buffer (0.1% sodium azide, 5% fetal calf serum (FCS), 0,05% in PBS), and stained with antibodies: anti‐EpCAM (APC-Cy7‐conjugated, Biolegend,1:50), CD49F (APC‐conjugated, Biolegend,1:50), anti‐PDPN (FITC‐conjugated, Biolegend, 1:20) and anti-CD274 (unconjugated, Thermo Fisher, 1:100) for 20 min on ice in the dark, followed by washing. Then, the cells were stained with goat antirabbit secondary antibody Alexa flour 488 (Invitrogen, 1:500) for 20 min on ice in the dark, followed by washing. Next, the cells were washed and stained with SYTOX (Invitrogen), a live/dead cell stain according to the manufacturer’s instructions. Finally, flow cytometry data acquisition and cell sorting were carried out using FACSAria III cell sorter (BD Biosciences, San Jose, CA, USA). The data were analyzed using FlowJo software version X (FlowJo, LLC).

### Hematoxylin and eosin staining

Mouse lung tissues were fixed using 4% PFA followed by embedding in paraffin. Paraffin blocks were sectioned into 5-μm-thick slices and placed on glass slides. Following deparaffinization, lung sections were stained with hematoxylin (Roth) for 2 min, washed with running tap water for 10 min, and then stained with eosin (Thermo Fisher Scientific) for 2 min.

### RNA extraction and quantitative real-time PCR

Following lysis of FACS-isolated cells from mouse or human lungs in RLT plus, RNA was extracted using a RNeasy Plus Micro kit (Qiagen), and cDNA synthesis was carried out using QuantiTect reverse transcription kit (Qiagen) according to the manufacturer’s instruction. After that selected primers (Tables 1, 2) were designed via NCBI’s Primer-BLAST option (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) (for primer sequence see supplementary table). Then, quantitative real‐time polymerase chain reaction (qPCR) was performed using PowerUp SYBR Green Master Mix kit according to the manufacturer’s protocol (Applied Biosystems) and run on a LightCycler 480 II machine (Roche Applied Science). *Hypoxanthine guanine phosphoribosyltransferase* (*Hprt*) was used as a mouse reference gene. The data were presented as mean expression relative to *Hprt* and assembled using the GraphPad Prism software (GraphPad Software, La Jolla/CA). Statistical analyses were performed utilizing two tailed-paired Student’s *t* test, and the results were significant when *p* < 0.05.

**Table 1:** qPCR Primer sequences

Primer sequences		
Gene	Forward primer (5′–3′)	Reverse primer (5′–3′)
*Hprt*	CCTAAGATGAGCGCAAGTTGAA	CCACAGGACTAGAACACCTGCTAA
*Fgfr2lllb*	TAAATACGGGCCTGATGGGC	CAGCATCCATCTCCGTCACA
*Etv5*	CAGCCCGCCACGGAG	CCGCTATCACTTTGAAGGGC
*Sftpc*	GGTCCTGATGGAGAGTCCAC	GATGAGAAGGCGTTTGAGG
*Sftpb*	GGCTAGACAGGCAAAAGTGTG	GACCGCGTTCTCAGAGGTG
*Sftpa1*	CAGTGTGATTGGGAGAAACCA	ATGCCAGCAACAACAGTCAA

**Table 2:** Genotyping primer sequences

Genotyping primer sequences		
Gene	Forward primer (5′–3′)	Reverse primer (5′–3′)
*WT*	ATAGGCAGCACCGAGTCCT	ATTCCCCAGCATCCATCTCC
*Fgfr2*	CAGTGGATCAAGCACGTGGA	CTGGCCAAATCTCCAAGGGA

### Immunofluorescence staining

After lung perfusion with PBS through the right ventricle, isolated lungs were fixed with 4% paraformaldehyde. Afterwards, tissues were embedded in paraffin and sectioned at 5 μm thickness. Following deparaffinization, slides were blocked with 3% bovine serum albumin (BSA) (Jackson Immunoresearch Laboratories) in PBS for 1 h at RT. Next, immunofluorescence staining was performed using overnight incubation with polyclonal anti-Prosurfactant Protein C (ProSP-C) (Merck/Millipore/Sigma‐Aldrich, 1:500) followed by staining with polyclonal secondary antibody Goat anti-rabbit Alexa fluor 488 (Invitrogen,1:500). Finally, slides were mounted with ProLong Gold Antifade Reagent containing DAPI (Molecular Probes). Proliferation was assessed using the Click-iT EdU Imaging Kit (Invitrogen, Schwerte, Germany) according to the manufacturer’s instructions. For the EdU experiments, EdU was injected (i.p.) two or 24 h before mice were sacrificed (Dosage: 0.005 mg EdU/g mouse weight). Apoptosis was assessed on paraffin sections or after cytospin via the TdT-mediated dUTP Nick-End Labeling (TUNEL) assay using the DeadEnd Fluorometric TUNEL System (Promega, Walldorf, Germany) according to the manufacturer’s instructions. Apoptosis was quantified by determining the ratio of TUNEL-positive cells to total cells in each region of interest. Multiple images (*n* > 8) were acquired and quantified. For each experiment, sections from at least four independent lungs were analyzed.

### Alveolosphere assay

Sorted epithelial cells (IAAPs/Tom^Low^ and AT2s/Tom^High^) from [*Sftpc*^*CreERT2/*+^; *tdTom*^*flox/flox*^] mice and resident mesenchymal cells from C57BL/6J mice (Epcam^Neg^, Cd31^Neg^, Cd45^Neg^, Sca1^Pos^) were centrifuged and resuspended separately in cell culture medium (Dulbecco’s Modified Eagle Medium, Life Technologies). First, 1 × 10^4^ epithelial cells in 25 μL media and 2 × 10^4^ mesenchymal cells in 25 μL media per insert (12 mm cell culture inserts with 0.4 µm membrane Millipore) were prepared. Next, mesenchymal and epithelial cell suspensions were mixed, followed by the addition of cold Matrigel^®^ growth factor-reduced Matrigel (Corning) at a 1:1 dilution resulting in 100 μL final volume per insert. Then, Matrigel cell suspensions were placed on the top of the filter membrane of the insert and incubated at 37 °C for 5 min. Next, 350 μL of the medium was transferred to each well. Finally, cells were incubated in air–liquid interface conditions at 37 °C with 5% CO_2_ for 2 weeks. Media were changed 3 times per week.

### Microarray

Purified total RNA was amplified using the Ovation PicoSL WTA System V2 kit (NuGEN Technologies). Per sample, 2 µg amplified cDNA was Cy5-labeled using the SureTag DNA labeling kit (Agilent). Hybridization to 8 × 60K 60mer oligonucleotide spotted microarray slides (Human Mouse Genome, Agilent Technologies, design ID 074809) and subsequent washing and drying of the slides were performed following the Agilent hybridization protocol in Agilent hybridization chambers, with following modifications: 3 µg of the labeled cDNA was hybridized for 22 h at 65 °C. The cDNA was not fragmented before hybridization.

The dried slides were scanned at 2 µm/pixel resolution using the InnoScan is900 (Innopsys). Image analysis was performed with Mapix 6.5.0 software, and calculated values for all spots were saved as GenePix results files. Stored data were evaluated using the R software and the limma package from BioConductor. Log2 mean spot signals were taken for further analysis. The data were background corrected using the NormExp procedure on the negative control spots and quantile-normalized before averaging. Log2 signals of replicate spots were averaged, and from several different probes addressing the same gene, only the probe with the highest average signal was used. Genes were ranked for differential expression using a moderated *t* statistic. Finally, pathway analyses were done using gene set tests on the ranks of the *t* values. Pathways were taken from the KEGG database (http://www.genome.jp/kegg/pathway.html). The raw data have been deposited in GEO (accession number GSE162588).

### ATAC-seq

25,000 FACS-sorted cells were collected and used for ATAC Library preparation using Tn5 Transposase from Nextera DNA Sample Preparation Kit (Illumina). The cell pellet was resuspended in 50 µL Lysis/Transposition reaction (12.5 µL THS-TD-Buffer, 2.5 µL Tn5, 5 µL 0.1% Digitonin, and 30 µL water) and incubated at 37 °C for 30 min with occasional snap mixing. Following purification of the DNA, fragments were done by Min Elute PCR Purification Kit (Qiagen). Amplification of the Library together with Indexing Primers was performed as described. Libraries were mixed in equimolar ratios and sequenced on the NextSeq500 platform using V2 chemistry. Trimmomatic version 0.38 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides. Only reads longer than 15 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned versus the mouse genome version mm10 (GRCm38) using STAR 2.6.1d with the parameters “--outFilterMismatchNoverLmax 0.1 --outFilterMatchNmin 20 --alignIntronMax 1 --alignSJDBoverhangMin 999 --outFilterMultimapNmax 1 --alignEndsProtrude 10 ConcordantPair” and retaining unique alignments to exclude reads of uncertain origin. Reads were further deduplicated using Picard 2.18.16 (Picard: A set of tools (in Java) for working with next-generation sequencing data in the BAM format) to mitigate PCR artefacts leading to multiple copies of the same original fragment. Reads aligning to the mitochondrial chromosome were removed. The Macs2 peak caller version 2.1.2 was employed to accommodate the range of peak widths typically expected for ATAC-seq. The minimum *q* value was set to − 4, and FDR was changed to 0.0001. Peaks overlapping ENCODE blacklisted regions (known misassemblies, satellite repeats) were excluded.

To be able to compare peaks in different samples to assess reproducibility, the resulting lists of significant peaks were overlapped and unified to represent identical regions. Sample counts for union peaks were produced using bigWigAverageOverBed (UCSC Toolkit) and normalized with DESeq2 1.18.1 to compensate for differences in sequencing depth, library composition, and ATAC-seq efficiency. Peaks were annotated with the promoter of the nearest gene in range (TSS ± 5000 nt) based on reference data of GENCODE vM15.

### scRNA-seq

Single-cell suspensions were processed using the 10 × Genomics Single Cell 3′ v3 RNA-seq kit. Gene expression libraries were prepared according to the manufacturer’s protocol. In addition, MULTI-seq barcode libraries were retrieved from the samples and libraries were prepared independently.

### Sequencing and processing of raw sequencing reads

Sequencing was done on Nextseq2000, and raw reads were aligned against the mouse genome (mm10, ensemble assembly 104) and mapped and counted by StarSolo (Dobin et al., 10.1093/bioinformatics/bts635) followed by secondary analysis in Annotated Data Format. Pre-processed counts were analyzed using Scanpy (Wolf et al., 10.1186/s13059-017-1382-0). Basic cell quality control was conducted by considering the number of detected genes and mitochondrial content. Cells expressing less than 300 genes or having a mitochondrial content of more than 20% were removed from the analysis. Further, we filtered genes if detected in less than 30 cells (< 3%). Raw counts per cell were normalized to the median count over all cells and transformed into log space to stabilize the variance. We initially reduced the dimensionality of the dataset using PCA, retaining 50 principal components. Subsequent steps, like low-dimensional UMAP embedding (McInnes and Healy, https://arxiv.org/abs/1802.03426) and cell clustering via community detection (Traag et al., https://arxiv.org/abs/1810.08473), were based on the initial PCA. Final data visualization was done by the cellxgene package. The raw data have been deposited in GEO (accession number GSE199112).

## Results

### IAAP and AT2 subpopulations respond differently to *Fgfr2b* deletion

We recently isolated two AT2 lineage-labeled Sftpc^Pos^ cells (called IAAPs and mature AT2s) in the mouse adult lung based on the differential levels of Tomato expression downstream of the *Rosa26* promoter [19]. A common assumption in the field is that the *Rosa26* locus is ubiquitous (expressed in all the cells) and homogeneous (expressed at the same level in all the cells of the body). Against these assumptions, previous analysis of *Rosa26*-*LacZ* mice had established that LacZ expression was not uniform throughout the embryo [25]. In addition, LacZ expression was also described to be heterogeneous in the adult mouse [Jackson lab (129-*Gt(ROSA)26Sor*/J Stock No: 002292)]. Interestingly, IAAPs and AT2s were observed regardless of whether *tdTomato*^*flox/flox*^ or *tdTomato*^*flox/*+^ reporter mice were used [19]. These results support the conclusion that it is primarily the level of tomato expression from the *Rosa26* promoter and not the efficiency of recombination of the *LoxP-STOP-LoxP-tomato* cassette downstream of the *Rosa26* promoter, which is different in these two subpopulations. We also found that IAAPs expressed programmed death ligand 1 (Pd-l1), a cell surface immune checkpoint inhibitor which was initially described in the context of cancer cells (Fig. S1).

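Cd274, the gene of Pd-l1, was far higher in E-IAAPs than in E-AT2s. Its log2 array signal was 10.11 ± 0.53 (SD, n = 3 days) in E-IAAPs and 4.49 ± 0.97 (SD, n = 3 days) in E-AT2s. The E-AT2 signal lay below the background level of the arrays, so the difference is at least 9.18-fold. In the limma fit the log2 difference was 5.61 (standard error 0.33, adjusted p = 0.0175), and E-IAAPs were higher on 3 of 3 days. Cd274 was 1 of 8 measured genes of immune checkpoint ligands, molecules that restrain T cells or tell phagocytes not to engulf a cell. It was the gene of the 8 that passed the test over all genes, and 3 were higher and 1 lower when adjusted over the list alone. The adjusted p of the 8 genes together was 0.0475 from limma's camera with its preset correlation, and adjusted p = 0.548 with an estimated correlation. Limma's fry, which tests the list against no change and not against other genes, gave 0.0112. Macrophage genes and general leukocyte genes moved the same way in these arrays. Ptprc, which encodes the leukocyte surface protein CD45, was 23.9-fold higher in E-IAAPs (log2 difference 4.58, standard error 0.33, adjusted p = 0.0175). Each population had 1 array on each of days 4, 7 and 14 of tamoxifen water, so the days stand in for replicates. Without any 1 of the days no gene, Cd274 included, passed the adjusted threshold in limma, and 2281 to 2362 genes passed an unadjusted p of 0.05. Such a fit leaves 1 residual degree of freedom, so this failure does not show that the difference rests on 1 day. Cd274 was still at least 9.06-fold higher without day 4, 11.8-fold without day 7 and 7.22-fold without day 14.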

To unravel the function of Fgfr2b signaling in the AT2 lineage, *Sftpc*^*CreERT2/*+^; *Fgfr2b*^*flox/flox*^; *tdTom*^*flox/flox*^ (*Fgfr2b-*cKO) mice, called the experimental (Exp.) group, were initially treated with tamoxifen water for 7 days. *Sftpc*^*CreERT2/*+^; *Fgfr2b*^+*/*+^; *tdTom*^*flox/flox*^ mice undergoing the same treatment were used as controls (Ctrl.) (Fig. 1a).

**Fig. 1:**
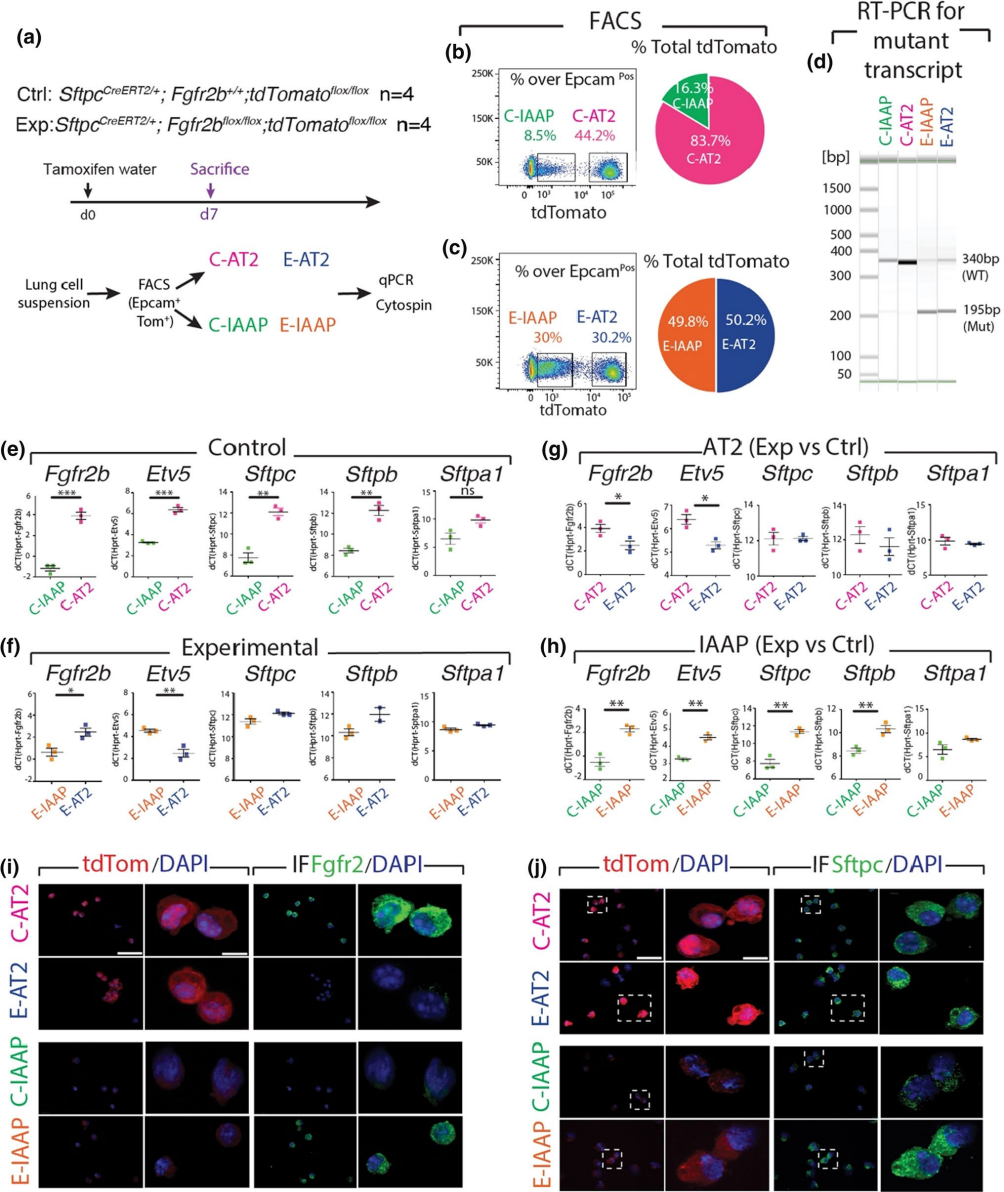
IAAP and AT2 subpopulations respond differently to *Fgfr2b* deletion. **a** Timeline of tamoxifen treatment of *Sftpc*^*CreERT2/*+^; *Fgfr2b*^+*/*+^; *tdTom*^*flox/flox*^ control mice and *Sftpc*^*CreERT2/*+^; *Fgfr2b*^*flox/flox*^; *tdTom*^*flox/flox*^ experimental mice (*n* = 4). **b**,** c** Representative flow cytometry plots represent the detection of IAAP and AT2 subpopulations based on the tdTomato level in control and experimental lungs. The pie chart shows the percentage of IAAPs and AT2s in a representative flow cytometry experiment in total tdTomato positive cells in the control and experimental groups. **d** RT-PCR for detecting the *Fgfr2b* mutant transcript in FACS-based sorted C-IAAPs, C-AT2s, E-IAAPs and E-AT2s. Wild type and mutant forms are detected by the size of 340 bp and 195 bp, respectively. **e** qPCR analysis of FACS-based sorted C-IAAPs and C-AT2s. **f** qPCR analysis of FACS-based sorted E-IAAPs and E-AT2s. **g** qPCR gene expression analysis of FACS-based sorted C-AT2s and E-AT2s. **h** qPCR gene expression analysis of FACS-based sorted C-IAAPs and E-IAAPs. **i** Immunofluorescence staining against Fgfr2 on cytospins of C-AT2s, E-AT2s, C-IAAPs and E-IAAPs (Scale bar: 50 μm). **j** Sftpc immunofluorescen staining on cytospins of C-AT2s, E-AT2s, C-IAAPs, and E-IAAPs (*n* = 4) (Scale bar: 50 μm). The data are presented as mean values ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001

Flow cytometry analysis on harvested lungs underpinned the presence of IAAP (AT2-Tom^Low^) and AT2 (AT2-Tom^High^) populations. We named the IAAP and AT2 cells from the Ctrl. animals, C-IAAPs and C-AT2s, respectively, and the IAAP and AT2 cells from the Exp. animals, E-IAAPs and E-AT2s, respectively. In Ctrl. lungs, we observed an average of 9.93 ± 1.13% (*n* = 4) C-IAAPs and 44.75% ± 1.22% (*n* = 4) C-AT2s (of total Epcam^Pos^), as previously described (Fig. 1b) [19]. In Exp. lungs, we found that E-IAAPs represented 27.05% (27.05 ± 1.83%, *n* = 4) of the overall Epcam^Pos^ cells, and the E-AT2s represented 25.70% (25.70 ± 2.45%, *n* = 4) of the overall Epcam^Pos^ cells (Fig. 1c). The decrease in the number of AT2 cells in Exp. vs Ctrl. lungs (25.70% vs 44.75%, respectively) indicates that the Fgfr2b pathway is critical for maintaining AT2s. Interestingly, a concomitant increase in the percentage of IAAPs in Exp. vs Ctrl. was observed (27.05% vs 9.93%), suggesting that IAAPs, previously quiescent, were becoming active and proliferative.

Next, we examined whether *Fgfr2b* was haplosufficient in the alveolar epithelial lineage by investigating the consequences of losing a single copy of *Fgf2b* on the percentage of AT2s and IAAPs. Using *Fgfr2b* heterozygous (het.) mice and Ctrl. *Fgf2b*^+*/*+^ (WT) mice, we carried out the previously described FACS-based approach to isolate AT2s and IAAPs [19]. No difference in the percentage of IAAPs and AT2s in WT (*Fgfr2b*^+*/*+^) vs *Fgfr2b*^+/−^ hets. could be detected, indicating that *Fgfr2b* is haplosufficient in Sftpc-expressing cells (Fig. S2).

To investigate the efficiency of recombination in the IAAPs and AT2s in Exp. (*Sftpc*^*CreERT2/*+^;* dTomato*^*flox/flox*^;* Fgfr2b*^*flox/flox*^) (*n* = 3) vs Ctrl. lungs (*Sftpc*^*CreERT2/*+^;* dTomato*^*flox/flox*^;* Fgfr2b*^+*/*+^) (*n* = 2) (Fig. S3), we analyzed the lungs 36 h after a single dose of Tam IP. FACS analysis was carried out to quantify the abundance of IAAPs and AT2s (out of Epcam) in Ctrl. and Exp. lungs. We chose the early 36-h time point to analyze the recombination events before the possible onset of a phenotype linked to *Fgfr2b* deletion, which could impact the IAAP/AT2 ratio. As a quality control, we found a similar percentage of Epcam positive cells over total cells in Exp. vs Ctrl. (23.4% vs 21.1%, respectively) (Fig. 3a). Next, we analyzed the percentage of AT2s, which at later time points (at day 7 and 14 on continuous Tam water) was significantly decreased in Exp. vs Ctrl. lungs (Figs. 1b, c and 4b). As we used *tdTomato*^*flox/flox*^ mice, we observed two peaks for the AT2s corresponding to one vs. two copies of the recombined *LoxP-STOP-LoxP-tomato* cassette. We found a slightly higher percentage of AT2s over Epcam in Exp. vs Ctrl. lungs (37.7% vs 29.4%, respectively), indicating that the efficiency of labeling in AT2s in Exp. lungs was not impaired compared to Ctrl. lungs. The percentage of IAAPs over Epcam^Pos^ cells in Exp. vs Ctrl. lungs (6.3% vs 7.6%, respectively) indicate similar labeling of these cells in Ctrl. and Exp. conditions (Fig. 3a). Altogether, these data indicate that the efficiency of labeling of either IAAPs or AT2s in Ctrl. or in Exp. lungs is not significantly altered in either condition. This suggests that the increase in the IAAPs to AT2 ratio in Exp. lungs at later time points is not due to a difference in the recombination efficiency of the *Rosa26* locus at earlier time points. We also compared the global efficiency of recombination at later time points in Exp. vs Ctrl. by IF (without distinguishing between IAAPs and AT2s, as this is not possible by IF using only Tomato) by quantifying the percentile of Tom^Pos^Sftpc^Pos^/Sftpc^Pos^ at days 7 and 14. Our results at day 7 show similar proportions of Tom^Pos^Sftpc^Pos^/Sftpc^Pos^ (d7: 77% ± 5.4 in Ctrl. vs 70% ± 0.48 in Exp., *n* = 4). A similar observation was also made at day 14 (d14: 84% ± 4.23 in Ctrl. vs 82% ± 3.97 in Exp., *n* = 4) (Fig. S3b).

To investigate whether *Fgfr2b* was successfully deleted in both IAAPs and AT2s, RT-PCR was carried out to detect the wild type and mutant *Fgfr2b* transcripts (Fig. 1d) [4]. The mutant *Fgfr2b* transcript (195 bp) was present in E-IAAPs and E-AT2s in *Fgfr2b-*cKO lungs, and as expected, was not detected in the corresponding cells (C-IAAPs and C-AT2s) from Ctrl. lungs (Fig. 1d). Sequencing of wild type and mutant cDNA bands that were cut and purified from agarose gel confirmed the deletion of exon 8 encoding the *Fgfr2b* isoform in the mutant cDNA (Fig. S4b).

Next, qPCR was performed on FACS-isolated IAAPs and AT2s isolated from Ctrl. and Exp. lungs. We investigated genes which are downstream of Fgfr2b signaling. As previously described, we found that C-AT2s as compared to C-IAAPs were enriched in *Fgfr2b*, *Etv5*, and the differentiation markers *Sftpc*, *Sftpb*, and *Sftpa1*, indicating higher level of Fgfr2b signaling in C-AT2s vs C-IAAPs (Fig. 1e) [19]. However, in contrast to the Ctrl., the difference in *Fgfr2b* expression between E-IAAPs and E-AT2s was reduced. Moreover, *Etv5* expression was significantly downregulated in E-AT2s vs E-IAAPs, and the expression levels of *Sftpc*,* Sftpb*, and *Sftpa1* were not substantially different between E-IAAPs and E-AT2s (Fig. 1f) indicating decreased Fgfr2b signaling in E-AT2s vs E-IAAPs.

### Fgfr2b inactivation in the AT2 lineage leads to the loss of Fgfr2b signaling in AT2s and activation of Fgfr2b signaling in IAAPs

The AT2s and IAAPs were compared between Exp. and Ctrl. lungs using qPCR and immunofluorescence staining on cytospins of sorted cells (Fig. 1a). qPCR analysis of AT2 demonstrated a significant decrease of *Fgfr2b* and *Etv5* expressions in Exp. vs Ctrl. lungs, corroborating the loss of Fgfr2b signaling in these cells; however, no changes in the expression of *Sftpc*,* Sftpb*, and *Sftpa1* were observed in these cells (Fig. 1g). In contrast, in IAAPs, significant upregulation of *Fgfr2b*, *Etv5*,* Sftpc*, and *Sftpb* was identified (Fig. 1h). These changes in *Fgfr2b* and *Sftpc* mRNA levels were validated at the protein level by cytospin of isolated AT2s and IAAPs from Exp. and Ctrl. lungs, followed by immunofluorescence staining (Fig. 1i, j). These results support the loss of Fgfr2b signaling in AT2s and activation of Fgfr2b signaling in IAAPs in Exp. vs Ctrl. lungs.

### ATAC-seq analysis and transcriptomic analyses reveal that *Fgfr2b* deletion leads to activation of IAAP cells

To carry out genome-wide profiling of the epigenomic landscape, an assay for transposase-accessible chromatin using sequencing (ATAC-seq) was performed on C-IAAP and E-IAAP subpopulations at day 7 on tamoxifen water (Fig. S5). Interestingly, our data indicate a high signal background in E-IAAPs (data not shown), often seen in dying cells [26].

After correcting this elevated background to remove the contribution of dying cells, common and distinct peaks were identified for C-IAAPs and E-IAAPs (Fig. S5a, b). Gene set enrichments based on the regions of opened chromatin were carried out. Gene set enrichment (corrected P value smaller than 0.2, top 50 sets) between C-IAAPs and E-IAAPs using Kobas PANTHER predicted that genes belonging to the inflammation mediated by chemokines and cytokine signaling pathway as well as genes controlling apoptosis signaling pathways were significantly upregulated in E-IAAPs compared to C-IAAPs (data not shown). Further analysis of the ATAC-seq data using the Reactome database indicated that the chromatin in loci of genes belonging to metabolism, metabolism of lipids and lipoprotein and immune genes was more open in E-IAAPs (Fig. S5c).

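The arrays measured RNA of lung epithelial cells that carried the tdTomato reporter under an Sftpc driver and were sorted into a Tom-high population, the AT2s, and a Tom-low population, the IAAPs. Control mice (C-) had wild-type Fgfr2b, experimental mice (E-) had floxed Fgfr2b, and all received tamoxifen in the drinking water at 1 mg/ml. There was 1 array of C-AT2s and 1 of C-IAAPs, both of day 7, and 1 array of E-AT2s and 1 of E-IAAPs on each of days 4, 7 and 14. RNA was amplified as cDNA, labeled with Cy5 and hybridized to Agilent mouse arrays. The authors took log2 spot signals, corrected their background with the NormExp procedure on the negative control spots and applied quantile normalization, all in limma. These log2 signals were used as they are, with the brightest spot on average taken for each of 24306 named genes.
With 1 array in each group at day 7, the day 7 values are log2 differences between arrays and carry no test. Differences were tested with limma on all 8 arrays in 4 groups, where the days of the experimental groups stand in for replicates and a control array is assumed to vary as they do. P-values were adjusted over all genes by the Benjamini-Hochberg method, and the small number of arrays limits the precision. Gene lists for the cell cycle, FGF signaling, AT2 cells and other cell types were written from general knowledge, as the genes of the cited signatures were not at hand, and after Fig. 2 had been seen. Lists were tested with limma's camera. The median difference of a list at day 7 was also ranked among 10000 random lists of equal size and mean level.
The C-IAAP array stood apart from the other 7. Across genes, which are not independent replicates, its Pearson's r with them was 0.845 to 0.876, against 0.915 to 0.971 among the other 7. A background level was set, after the values had been seen, at the 95 percentile of 1389 sensory receptor genes that lung does not use. It was 8.67 on the C-IAAP array and 6.45 to 7.28 on the others. No fold is given for a gene below this level in both groups compared. Alveolar macrophage genes were present on the IAAP arrays: the median log2 signal of 22 such genes was 4.81 in C-AT2s, 9.47 in C-IAAPs and 11.04 in E-IAAPs at day 7.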

We also explored, using gene array carried out between C-AT2s, C-IAAPs and E-IAAPs captured at day 7 of Tam water exposure, the status of genes belonging to cell cycle regulation, to the Fgfr2b transcriptomic signature previously identified [12, 13, 27], and to the AT2 signature [28] (Fig. 2). Our data confirm that C-IAAPs are quiescent cells as compared to C-AT2s. However, we observed a drastic upregulation of cell cycle genes in E-IAAPs, consistent with their activated status (Fig. 2a). 

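Cell cycle genes differed between C-IAAPs and C-AT2s in both directions. Of 43 measured genes of S, G2 and M phase, such as replication licensing factors and mitotic kinases, 32 had a higher signal in C-IAAPs, with a median log2 difference of 1.00 at day 7. Of the 43, 30 lay below the background level on the C-IAAP array, and 10 of the 32 were above it. The sensory receptor genes that lung does not use were also higher there, 947 of 1389, with a median of 0.64, so a raised floor of this array is not set apart from higher cell cycle genes. Of 120 measured cell cycle regulators, 65 had a lower signal in C-IAAPs, with a median of -0.24. Of 15 inhibitors of the cell cycle, 9 had a higher signal in C-IAAPs, with a median of 0.65. Among random lists these medians ranked at the percentiles 100, 13 and 94.5.
By limma, 3 of the 43 S, G2 and M phase genes were higher in C-IAAPs, 1 was lower and 39 did not pass (1 higher and 0 lower when adjusted over the list alone). Uhrf1, which maintains DNA methylation at replication forks, passed as higher (adjusted p = 0.0434), with a signal of 9.01 in C-IAAPs, close to the background level, and one below it in C-AT2s. Aurkb, a kinase of mitosis, had a log2 difference of 2.23 (standard error 0.53, adjusted p = 0.0374). Bub1, a kinase of the spindle checkpoint, was lower by the fit (-3.20, standard error 0.74, adjusted p = 0.0351), with a signal of 6.06 in C-IAAPs, below the background level. Cdt1, a licensing factor, passed as higher but was below the background level in both groups. Mki67, a marker of cycling cells, was at least 6.61-fold higher on the C-IAAP array, counted from the C-AT2 background level, and did not pass in limma. Its C-IAAP signal of 9.62 was close to that array's own background level of 8.67. Pcna, the sliding clamp of replication, differed by 0.06 (standard error 0.62, adjusted p = 0.964), and Ccnd1, the cyclin of early G1, by 0.27 (standard error 0.41, adjusted p = 0.692). Of the regulators, 4 were higher and 7 lower (1 higher and 0 lower when adjusted over the list alone). The regulators named here were chosen after their values had been seen. The 4 were Tgfb2, a growth factor that halts epithelial growth, Ccna1 and Ccnb3, cyclins best known from germ cells, and Cdkn2b, an inhibitor of Cdk4 and Cdk6. Tgfb2 had a signal of 9.59 in C-IAAPs and one below the background level in C-AT2s (adjusted p = 0.00707). Among the 7 were Mad2l1 of the spindle checkpoint (-4.78, standard error 1.24, adjusted p = 0.0477) and Pkmyt1, a kinase that holds back entry into mitosis (-2.34, standard error 0.56, adjusted p = 0.0394), each with a C-IAAP signal below the background level. The lists as a whole had adjusted p-values of 0.185 and 0.36. Of the 15 inhibitors, Cdkn2b alone passed, with none when adjusted over the list alone, and it lay below the background level in both groups, as did Ccna1 and Ccnb3.
Of 71 measured genes drawn in Fig. 2a, which come from these same arrays and are not independent evidence, 44 had a lower signal in C-IAAPs than in C-AT2s, with a median log2 difference of -0.58.
Over all genes, 3374 passed in limma, 1485 higher and 1889 lower in C-IAAPs. The balance turned to 1650 higher and 1582 lower with arrays centred on genes used by every cell, and was 1392 to 2295 among the brighter genes. All 22 alveolar macrophage genes had a higher signal in C-IAAPs, with a median log2 difference of 4.20. Of the sensory receptor genes, 123 passed as higher and 13 as lower in C-IAAPs (61 and 6 when adjusted over the list alone). The number of genes passing was 1270 without the day 4 arrays, 1873 without the experimental day 7 arrays, 1855 without day 14 and 1640 with the day as a term.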

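E-IAAPs had higher signals than C-IAAPs for most cell cycle genes at day 7. Of the 43 genes of S, G2 and M phase, 32 had a higher signal, with a median log2 difference of 0.83 (percentile 99.4 of random lists). Of the 120 regulators, 77 had a higher signal, with a median of 0.39 (percentile 98.9). Genes used by every cell moved by an amount similar to that of the regulators, with a median of 0.32 and 15 of 22 higher (percentile 94.4). Mcm6, a subunit of the replicative helicase, rose from 9.17 in C-IAAPs to 11.73 ± 0.29 (SD, n = 3 days) in E-IAAPs. Its C-IAAP signal was close to the background level of that array, 8.67. Cdkn1b, which encodes the Cdk inhibitor p27, fell by 2.05 on the log2 scale.
Fitted with limma over days 4, 7 and 14 against the C-IAAP array, 4 of the 43 genes rose and 0 fell, both over all genes and when adjusted over the list alone. The log2 difference of Mcm6 was 2.56 (standard error 0.49, adjusted p = 0.0166) and that of Pttg1, the securin that restrains separase until anaphase, was 2.00 (standard error 0.47, adjusted p = 0.0311). The other 2 were Kif20a, a kinesin of cell division (adjusted p = 0.0188), and Mcm2, also of the helicase (adjusted p = 0.0134). Their C-IAAP signals of 2.80 and 3.43 lay below the background level. Those of Mcm6 and Pttg1, 9.17 and 8.99, were close to that level, 8.67. Of the regulators, 15 rose and 6 fell, with the same numbers when adjusted over the list alone. Mad2l1 rose by 5.73 (standard error 1.01, adjusted p = 0.0129) from a C-IAAP signal below the background level. Mad2l1, Cdkn2b and Tgfb2 were chosen after their values had been seen. The 6 that fell included Cdkn1b (standard error 0.36, adjusted p = 0.0125), Cdkn2b (adjusted p = 0.0187), which was below the background level in both groups, and Tgfb2 (adjusted p = 0.00252), which was below it in E-IAAPs. Cdkn1b and Cdkn2b were the members that passed among the 15 inhibitors, also when adjusted over the list alone, and that list had an adjusted p of 0.69. Genes that did not pass included Mki67 (1.52, standard error 1.14, adjusted p = 0.393), Pcna (0.65, standard error 0.50, adjusted p = 0.413), Ccnd1 (0.50, standard error 0.33, adjusted p = 0.336) and Ccnd2 (0.19, standard error 0.42, adjusted p = 0.794). Cdkn1a, which encodes the Cdk inhibitor p21, did not pass either (adjusted p = 0.0999), and its C-IAAP signal of 5.71 was below the background level. Both the S, G2 and M phase genes and the regulators were higher as lists, each at an adjusted p of 0.0334 from camera. This was lost with an estimated correlation (adjusted p = 0.967 and adjusted p = 0.873 with an estimated correlation).
Of the 71 measured genes drawn in Fig. 2a, which are not independent of these arrays, 49 had a higher signal in E-IAAPs at day 7 than in C-IAAPs, with a median of 0.45.
Over all genes, 4157 passed in limma, 2273 higher and 1884 lower in E-IAAPs. The balance turned to 1998 higher and 2146 lower with arrays centred on genes used by every cell, and was 2563 to 1408 among the brighter genes. The share of the S, G2 and M phase genes that rose, and of the regulators that passed either way, was close to that of all genes. Alveolar macrophage genes also had higher signals, 19 of 22, with a median of 1.43 at day 7. Of the 1389 sensory receptor genes, 201 passed as lower in E-IAAPs and 2 as higher (172 and 2 when adjusted over the list alone). The number of genes passing was 1402 without day 4, 2221 without the experimental day 7 arrays, 2442 without day 14 and 1407 with the day as a term.

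**Figure D1:**
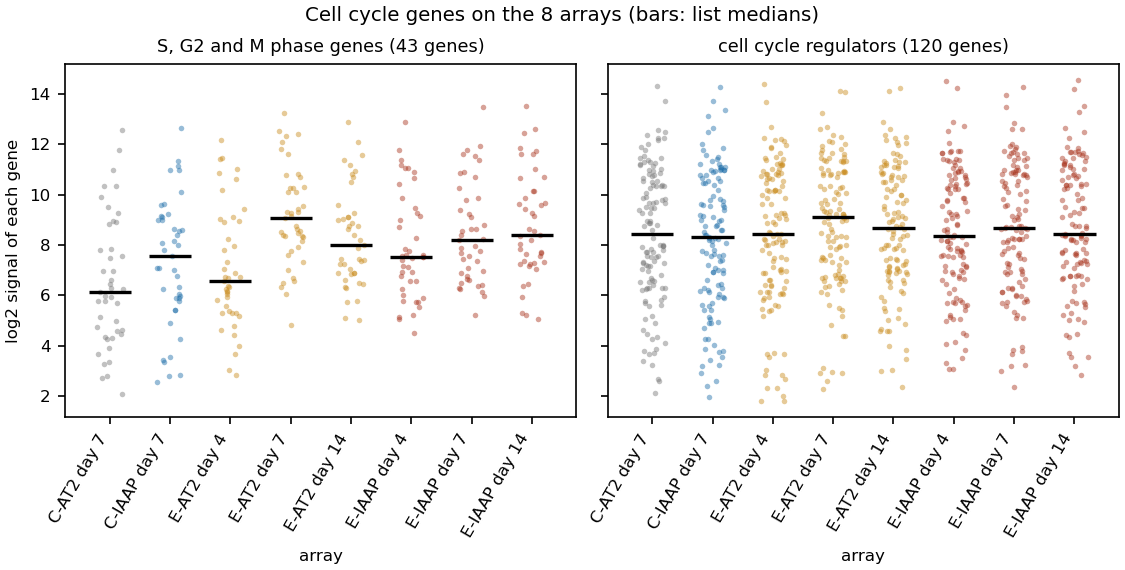
Log2 array signal of the genes of S, G2 and M phase (43) and of the cell cycle regulators (120) on the 8 arrays. Each point is a gene and each bar the median of the list; the median of the S, G2 and M phase genes is 6.12 in C-AT2s, 7.56 in C-IAAPs and 8.22 in E-IAAPs at day 7, and is highest, at 9.08, in E-AT2s at day 7.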

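Genes that answer to FGF receptor signaling went both ways between C-IAAPs and C-AT2s. Of 20 such targets, among them the transcription factors Etv4 and Etv5 and the feedback inhibitors Spry2 and Dusp6, 10 had a higher and 10 a lower signal in C-IAAPs at day 7. Fgfr2, the receptor gene itself, had a log2 signal of 12.45 in C-AT2s and 11.72 in C-IAAPs. Fgf1, an FGF ligand, was lower in C-IAAPs by a log2 difference of -2.35 (standard error 0.43, adjusted p = 0.018).
The median log2 difference of the 20 targets was 0.02, at the percentile 58.6 of random lists. It was -0.16 with each array centred on its median, -0.15 with a further quantile normalization and -0.09 with the mean of all probes, and the mean of the fitted values was -0.14. In limma, 1 of the 20 was higher, 1 was lower and 18 did not pass (0 and 0 when adjusted over the list alone, with 3 higher and 4 lower at an unadjusted p under 0.05). The higher was Dusp5, a phosphatase of ERK, which lay below the background level in both groups. The lower was Ier3, an early response gene, with a C-IAAP signal of 4.93, below the background level (adjusted p = 0.0362). Etv4 and Dusp6 were chosen after their values had been seen. Etv5 had a difference of 0.49 (standard error 0.47, adjusted p = 0.526), Etv4 of 1.65 (standard error 0.47, adjusted p = 0.0621), Dusp6 of 0.45 (standard error 0.55, adjusted p = 0.625) and Spry2 of -0.82 (standard error 0.63, adjusted p = 0.419). That of Fgfr2 was -0.72 (standard error 0.55, adjusted p = 0.412). A second Fgfr2 probe also read lower in C-IAAPs. Where the probes lie relative to the deleted exon is not known, so in E-IAAPs and E-AT2s, though not in the control groups, they may read the mutated transcript too. Of 11 genes of FGF receptors and ligands, Fgf9 was higher and Fgf1 lower over all genes (3 higher and 1 lower when adjusted over the list alone), and Fgf9 was below the background level in both groups. The adjusted p from camera was 0.894 for the targets and 0.38 for the receptors and ligands.
Of 27 measured genes drawn in Fig. 2b, 19 had a lower signal in C-IAAPs than in C-AT2s, with a median log2 difference of -0.60. These genes were shown from the same arrays, so this tally is not independent evidence. Genes of leukocytes moved between the same arrays, with 26 of 29 higher in C-IAAPs and a median of 2.99.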

We also found that Fgfr2b signature genes at E12.5 [12] (Fig. 2b), E14.5 [13] (Fig. 2c), and E16.5 [27] (Fig. 2d) were enriched in C-AT2s vs C-IAAPs. These signatures were upregulated in E-IAAPs, supporting the activation of Fgfr2b signaling in these cells (Fig. 2b–d). 

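The targets of FGF receptor signaling did not move together between C-IAAPs and E-IAAPs. At day 7, 11 of the 20 had a higher signal in E-IAAPs, with a median log2 difference of 0.04 (percentile 52.2 of random lists). Ier3 rose, with a fitted log2 difference of 3.53 (standard error 0.80, adjusted p = 0.0279) from a C-IAAP signal below the background level. Fgf1, a ligand that AT2 cells transcribe strongly on these arrays, rose by 1.72 (standard error 0.35, adjusted p = 0.0196). Fgfr2 had signals of 11.83, 11.39 and 10.87 in E-IAAPs on days 4, 7 and 14.
Over the 3 days, by limma, Ier3 was higher, Sox9, a transcription factor of the embryonic lung tip, was lower, and 18 of the 20 targets did not pass (1 and 1 when adjusted over the list alone). Sox9 was below the background level in both groups. Etv5 had a difference of -0.98 (standard error 0.39, adjusted p = 0.127) and Etv4 of -1.12 (standard error 0.38, adjusted p = 0.0907). Dusp6 differed by -0.15 (standard error 0.45, adjusted p = 0.848) and Spry2 by -0.16 (standard error 0.52, adjusted p = 0.861). Fgfr2 had a difference of -0.36 (standard error 0.45, adjusted p = 0.621). Among the 11 receptors and ligands, Fgf9 and Fgf18, ligands of embryonic lung growth, passed as lower (1 higher and 3 lower when adjusted over the list alone), and both were below the background level in both groups. The lists had adjusted p-values of 0.788 and 0.241 from camera. The median of the targets was -0.02 with arrays centred on genes used by every cell, and -0.49 and -0.54 with the E-IAAP array of day 4 or of day 14 in place of day 7, a replacement chosen after the values had been seen.
Of the 27 measured genes drawn in Fig. 2b, which are not independent of these arrays, 21 had a higher signal in E-IAAPs at day 7 than in C-IAAPs, with a median of 0.38. On the C-IAAP array, 17 of 2922 genes with a log2 signal of at least 10 on each of the other 7 arrays were lower than on all of them by at least 3, and no gene was on any other array. For any other array the 7 compared with include the C-IAAP array, so the counts are not alike.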

Finally, we examined the status of the AT2 signature. 

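AT2 genes had somewhat lower signals in C-IAAPs than in C-AT2s. Of 33 measured AT2 markers, 29 were lower in C-IAAPs at day 7, with a median log2 difference of -0.61 (percentile 0.03 of random lists). Some other bright lists were lower by similar amounts between these arrays. Ribosomal protein genes had a median of -0.55, with 29 of 35 lower (percentile 0.02), and oxidative phosphorylation genes -0.80, with 36 of 41 lower. Genes used by every cell had a median of -0.10, with 12 of 22 lower (percentile 35.5). A fall of similar size was thus not confined to AT2 genes, nor shared by every bright list, and no test compared the lists. The surfactant protein gene Sftpc had a log2 signal of 16.00 in C-AT2s, the top of the scale, and 15.79 in C-IAAPs. Epcam, the epithelial adhesion molecule, and Ocln, a tight junction protein, were lower in C-IAAPs.
In limma no AT2 marker passed, over all genes or when adjusted over the list alone, with 0 higher and 6 lower at an unadjusted p under 0.05. The log2 difference of Sftpc was -0.20 (standard error 0.38, adjusted p = 0.758), of Sftpb -0.85 (standard error 0.68, adjusted p = 0.437) and of Sftpa1 0.11 (standard error 0.41, adjusted p = 0.889). Cebpa, a transcription factor of AT2 cell maturation, had one of -1.21 (standard error 0.56, adjusted p = 0.193), and the lamellar body genes Lamp3 and Abca3 had differences of -0.77 (standard error 0.39, adjusted p = 0.229) and -0.14 (standard error 0.56, adjusted p = 0.897). The list as a whole was lower at an adjusted p of 0.0113 from camera. This was not held with an estimated correlation (adjusted p = 0.822 with an estimated correlation). The ribosomal protein list had an adjusted p of 0.0106 (adjusted p = 0.581 with an estimated correlation). Of 20 epithelial genes, 4 were lower and 0 higher, also when adjusted over the list alone: Ocln (-3.82, standard error 0.59, adjusted p = 0.0118), Tjp1 (adjusted p = 0.0475), Epcam (-2.33, standard error 0.42, adjusted p = 0.0171) and the transcription factor Foxa2 (adjusted p = 0.0365). The C-IAAP signals of Ocln and Tjp1 were below the background level, and that of Epcam was close to it. Their list had an adjusted p of 0.048 (adjusted p = 0.581 with an estimated correlation). Of 22 markers of AT1 cells, the flat cells of gas exchange, 2 were higher (Rtkn2, Igfbp2) and 1 lower (Col4a3) in C-IAAPs (4 and 1 when adjusted over the list alone), with an adjusted p of 0.39 for the list. Igfbp2 and Col4a3 were below the background level in both groups, and Rtkn2 was in C-AT2s.
Of the 29 genes drawn in Fig. 2e, all measured, 23 had a lower signal in C-IAAPs, with a median of -0.62. As they were drawn from these arrays, the tally is not independent evidence. Other macrophage genes, 14 measured of a second list, had a median difference of 1.35 between the same arrays, with 11 higher in C-IAAPs.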

As previously described, the C-AT2s are mature AT2s and express a high level of the AT2 signature as compared to the undifferentiated C-IAAPs. In contrast, E-IAAPs display a significant enrichment in the AT2 signature, suggesting that these cells differentiate towards mature AT2s (Fig. 2e).

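AT2 genes had slightly higher signals in E-IAAPs than in C-IAAPs at day 7. Of the 33 AT2 markers 28 were higher, with a median log2 difference of 0.38 (percentile 99.6 of random lists). Genes used by every cell moved by a similar amount between these arrays, with a median of 0.32 and 15 of 22 higher. The antimicrobial protein gene Lcn2 and Egfl6, an AT2-enriched gene of the matrix, rose. Compared with E-AT2s, all 33 markers had a lower mean signal in E-IAAPs. Epcam rose from C-IAAPs to E-IAAPs, to a mean of 11.04 over the 3 days. Its C-IAAP signal was close to the background level of that array, 8.67.
In the limma fit of the 3 days against the C-IAAP array, 2 of the 33 rose and 0 fell (0 and 0 when adjusted over the list alone, with 2 higher and 2 lower at an unadjusted p under 0.05). Lcn2 had a log2 difference of 1.58 (standard error 0.36, adjusted p = 0.0283) and Egfl6 of 1.55 (standard error 0.41, adjusted p = 0.0439). Sftpc differed by 0.14 (standard error 0.31, adjusted p = 0.786), but its signals of 15.79 to 16.00 lay at the top of the scale on all 8 arrays, which leaves little room for a change to show. Sftpb differed by 0.50 (standard error 0.56, adjusted p = 0.577) and Sftpa1 by -0.17 (standard error 0.34, adjusted p = 0.759). The list had an adjusted p of 0.356 from camera. With E-IAAPs of day 4 in place of day 7 the median was 0.54, and with those of day 14 it was -0.17, a replacement chosen after the values had been seen. Against E-AT2s the median fitted difference of the 33 markers was -0.54, no marker passed in limma, also when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. That list had an adjusted p of 2.14e-05 (adjusted p = 0.654 with an estimated correlation), and its median was -0.22, -0.28 and -1.02 on days 4, 7 and 14. Club and secretory cell genes had a median E-IAAP minus E-AT2 difference of 1.06, 1.55 and 3.94 on these days, with 0 of 12 passing in limma over all genes and 9 at an unadjusted p under 0.05, and no change over the days was tested.
Among the 20 epithelial genes, Ocln, Epcam and Foxa2 rose from C-IAAPs to E-IAAPs (4 rose and 0 fell when adjusted over the list alone), with a log2 difference of 2.32 for Epcam (standard error 0.34, adjusted p = 0.0074) and a C-IAAP signal below the background level for Ocln. Among the 22 AT1 markers, Clic5, Akap5, Igfbp2 and Rtkn2 fell and none rose, also when adjusted over the list alone (adjusted p = 0.356 for the list). Igfbp2 was below the background level in both groups, and Rtkn2 was in E-IAAPs. Of the 29 genes drawn in Fig. 2e, which are not independent of these arrays, 21 had a higher signal in E-IAAPs at day 7, with a median of 0.36. Leukocyte genes had a median difference of 0.65 between the day 7 arrays, with 22 of 29 higher in E-IAAPs.

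**Figure D2:**
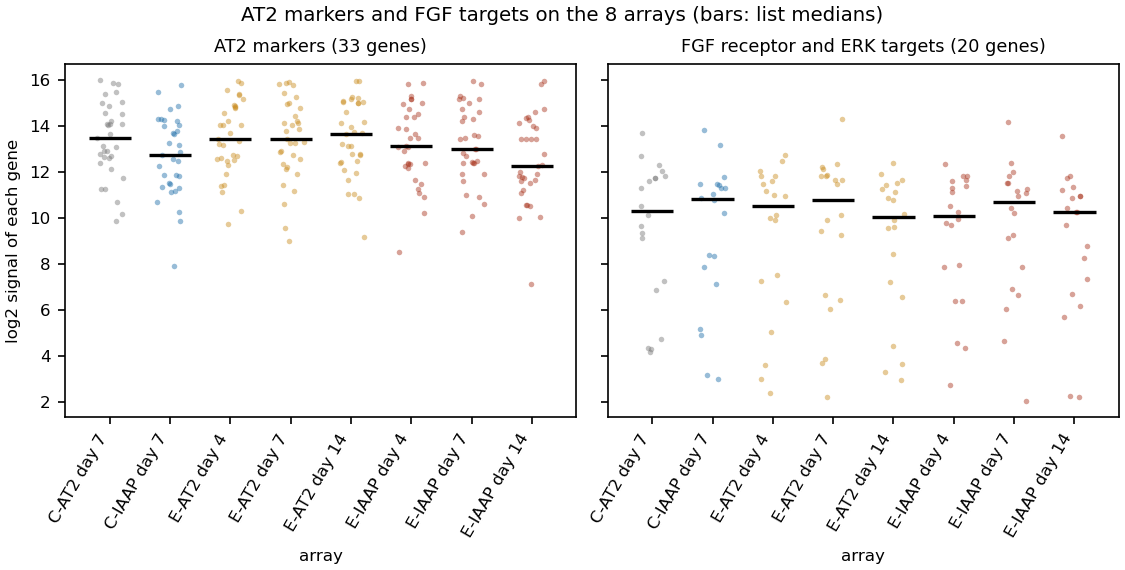
Log2 array signal of the AT2 markers (33) and of the targets of FGF receptor and ERK signaling (20) on the 8 arrays. Each point is a gene and each bar the median of the list; the AT2 marker median is 13.48 in C-AT2s, 12.75 in C-IAAPs, and 13.14, 13.01 and 12.27 in E-IAAPs on days 4, 7 and 14.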

**Fig. 2:**
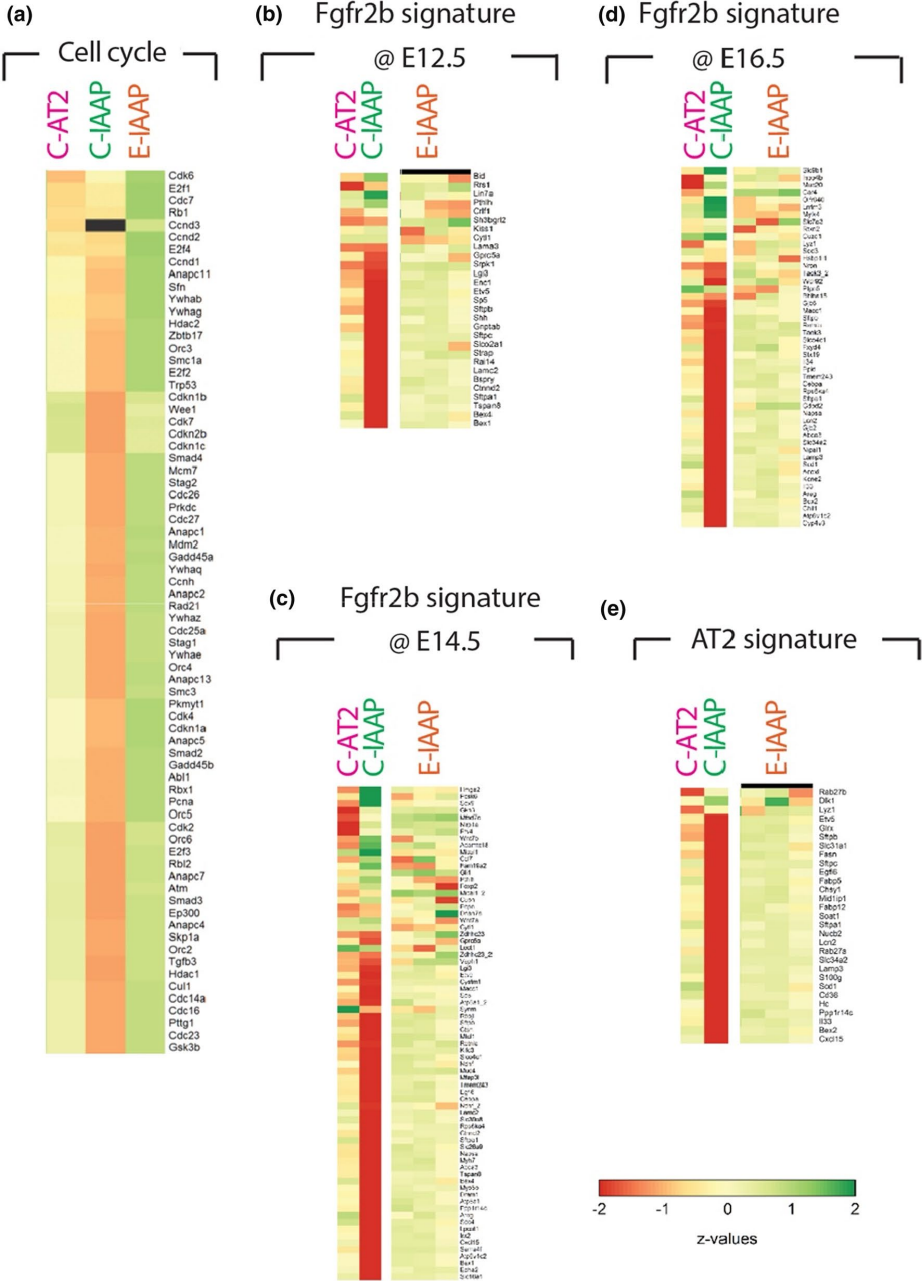
Gene arrays comparing C-AT2s, C-IAAPs, and E-IAAPs. **a** Heatmap for the cell cycle genes indicating up-regulation of cell cycle genes in E-IAAP. **b**–**d** Heatmap for the Fgfr2b signature at E12.5, E14.5, and E16.5 indicating increased Fgfr2b signaling in E-IAAPs. **e** Heatmap for the AT2 signature supporting the increased commitment of the E-IAAPs towards the AT2 lineage

Altogether, we conclude that the E-IAAPs analyzed on day 7 during tamoxifen water exposure are made of apoptotic and surviving cells. After background correction, a sub-population of E-IAAPs emerges, which is highly active metabolically and likely proliferative, and which displays increased Fgfr2b signaling along with enhanced AT2 signature expression. This subpopulation appears to be geared towards lipoprotein metabolism, which is associated with surfactant production.

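Most genes of oxidative phosphorylation and of ribosomal proteins had higher signals in E-IAAPs than in C-IAAPs at day 7, though fewer passed a test. A few genes of cell death passed over the days, a share no larger than that of all genes. Of 41 measured genes of oxidative phosphorylation, the respiratory chain of mitochondria, 35 had a higher signal, with a median log2 difference of 0.59 (percentile 99.5 of random lists). Of 35 ribosomal protein genes, 28 had a higher signal, with a median of 0.37 (percentile 99.8). Genes used by every cell moved by a similar amount, with a median of 0.32 and 15 of 22 higher (percentile 94.4). Fadd, an adaptor of death receptors, and Bbc3, a p53 target that triggers apoptosis, rose, and Birc3, which blocks caspases, fell.
Over days 4, 7 and 14, by limma, 10 of the 41 oxidative phosphorylation genes rose, 0 fell and 31 did not pass (13 and 0 when adjusted over the list alone). Ndufb7 and Ndufa10, subunits of complex I chosen after their values had been seen, had log2 differences of 2.45 (standard error 0.35, adjusted p = 0.00674) and 2.34 (standard error 0.33, adjusted p = 0.00674), with a C-IAAP signal below the background level for Ndufa10. Of the ribosomal protein genes, Rps2 and Rps7 rose (0 when adjusted over the list alone). The adjusted p from camera was 0.000176 for oxidative phosphorylation and 0.0334 for ribosomal proteins. These were lost with an estimated correlation (adjusted p = 0.797 and adjusted p = 0.657 with an estimated correlation). Limma's fry, which tests a list against no change and not against other genes, gave adjusted p-values of 0.0271 and 0.00606, but also 0.0271 for the genes used by every cell and for the sensory receptor genes, so it does not set these lists apart. Of 20 pro-apoptotic genes 2 rose, also when adjusted over the list alone: Fadd (adjusted p = 0.00308) and Bbc3 (at least 2.51-fold higher, adjusted p = 0.0246), both with a C-IAAP signal below the background level. That list had an adjusted p of 0.0642. Birc3 was 1 of 8 anti-apoptotic genes, had a difference of -2.49 (standard error 0.41, adjusted p = 0.0102) and also passed when adjusted over the list alone, with an adjusted p of 0.948 for the list.
On the C-IAAP array, the oxidative phosphorylation genes had a median log2 signal of 9.85, against 11.06 in C-AT2s and 10.84 in E-IAAPs at day 7. Of the 41, 0 passed between E-IAAPs and E-AT2s in limma, with 0 at an unadjusted p under 0.05 (adjusted p = 0.114 for the list). Of 22 genes used by every cell, Vcp, Psmb2 and Sdha rose from C-IAAPs to E-IAAPs (1 when adjusted over the list alone).
The paper describes a high background in the chromatin data of E-IAAPs, of a kind it links to dying cells, and apoptosis gene sets in the regions of opened chromatin, and concludes that E-IAAPs of day 7 held apoptotic and surviving cells. It describes a sub-population seen after correction of that background as active in metabolism, with more Fgfr2b signaling and AT2 signature expression, and proposes that it was proliferative.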

### Genomic analysis in *Fgfr2b-cKO* reveals that the *Fgfr2b* locus is differentially impacted between mature AT2s and IAAPs

Given the surprising result that Fgfr2b signaling was activated in E-IAAPs despite the *Fgfr2b* deletion observed initially in these cells on day 7 after tamoxifen treatment (Fig. 1e–h), the mice were treated for a longer time with tamoxifen to ensure that *Fgfr2b* deletion was complete. Next, the presence of the mutant and wild-type *Fgfr2b* transcripts was analyzed by RT-PCR on day 14 after tamoxifen treatment (continuous tamoxifen water treatment). Surprisingly, the results indicate that in E-IAAPs from *Fgfr2b-cKO* lungs, the mutated *Fgfr2b* transcript was barely detectable, while the mutated transcript was still detected in *Fgfr2b-cKO* E-AT2s at both time points (Fig. 3a, b).

**Fig. 3:**
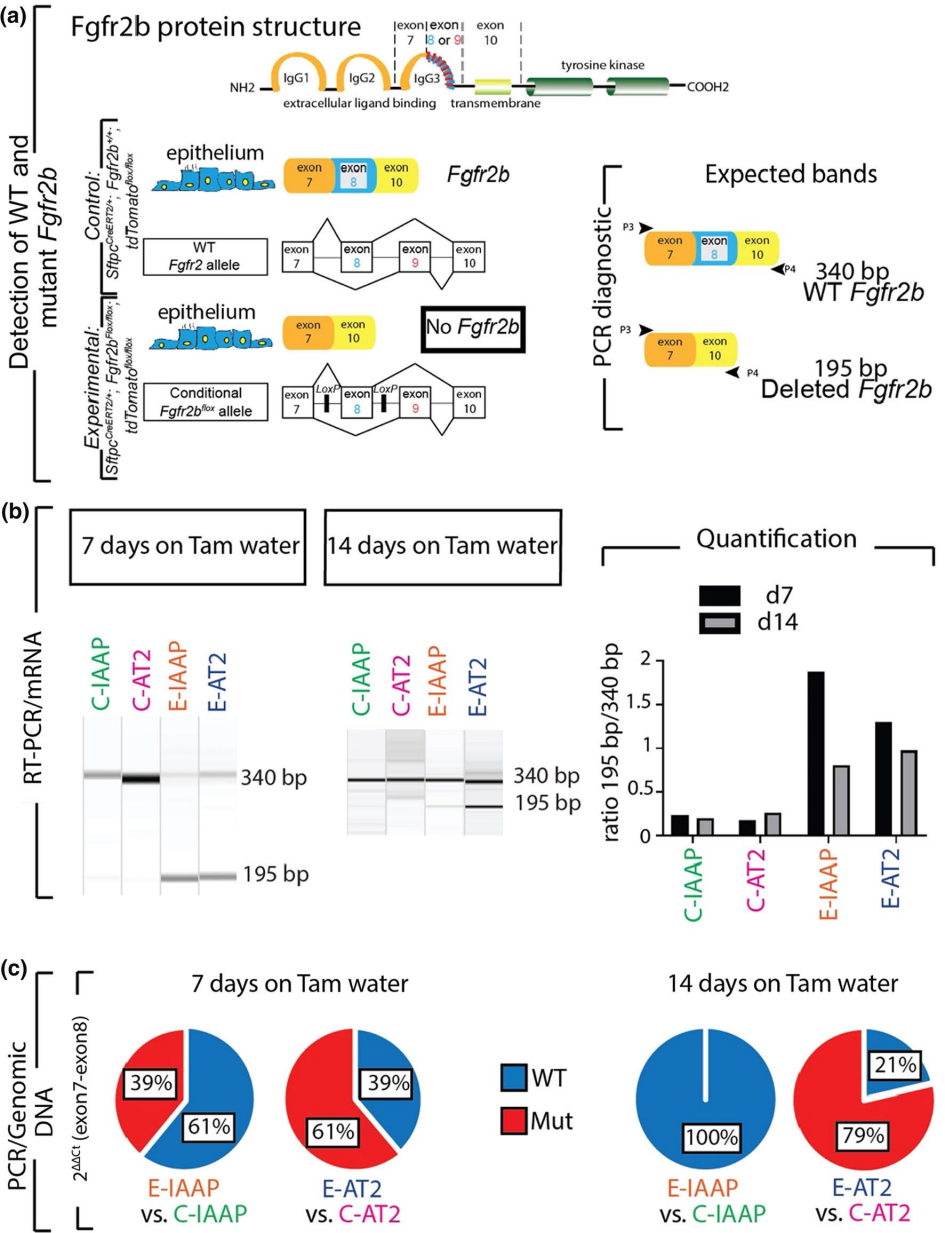
Continuous deletion of the *Fgfr2b* allele in AT2 cells and amplification of IAAP cells. **a** Schematic of Fgfr2b protein structure, coding mRNA, and DNA. Wild-type *Fgfr2b* transcript consists of exon 7, exon 8, and exon 10, which is detected by the band size of 340 bp, and mutant *Fgfr2b* form (exon 8 deleted) is detectable by the band size of 195 bp. **b** RT-PCR for detecting WT and *Fgfr2b* mutant transcripts in FACS-based sorted C-IAAPs, C-AT2s, E-IAAPs, and E-AT2s on day 7 and day 14. Quantification of the corresponding PCR bands. **c** Pie charts represent qPCR data for deleted exon 8 (mutated Fgfr2b locus) vs exon 7 (reflecting the intact *Fgfr2* locus) to detect the relative extent of the mutated and wild-type *Fgfr2b* locus in E-IAAPs vs C-IAAPs and E-AT2s vs C-AT2s at two time points

To quantify the mutated and wild type *Fgfr2b* on day 7 and day 14, qPCR for the detection of exon 8 (the deleted exon) vs exon 7 (reflecting the intact *Fgfr2b* locus) was performed on the genomic DNA of AT2s and IAAPs from *Fgfr2b-cKO* and Ctrl. lungs. The results show that on day 7, the relative presence of the mutated and wild-type *Fgfr2b* in E-IAAPs was 39% and 61%, respectively. However, on day 14, wild-type *Fgfr2b* increased to 100% while the mutated *Fgfr2b* was no longer detected, indicating that at this time point E-IAAPs contained mostly the wild-type *Fgfr2b* (Fig. 3c). In E-AT2s, by contrast, there was an increase in the percentage of mutated *Fgfr2b* from day 7 to day 14 (from 61 to 79%), indicating that continuous deletion of the *Fgfr2b* allele in AT2 cells occurred. This result supports the amplification of E-IAAPs containing wild-type *Fgfr2b* and the continuous deletion of *Fgfr2b* in E-AT2s. However, the molecular mechanisms involved in the expansion of the E-IAAPs with the wild-type *Fgfr2b* allele are still unclear. One possibility is that the previously described low level of *Sftpc* (which should translate into a lower level of Cre recombinase), associated with the closed chromatin configuration in IAAPs, renders difficult the efficient recombination of the exon 8 of the *Fgfr2b* locus in these cells.

### Reduction of tdTomato^Pos^ cells along with enhanced apoptosis and proliferation in Exp. *Fgfr2b-cKO*

FACS analysis of the percentage of tdTomato^Pos^ over Epcam^Pos^ in Ctrl. and *Fgfr2b-cKO* indicates reduction of tdTomato-labeled cells following *Fgfr2b* deletion on day 7 and day 14 (Fig. 4a, b). Quantification of tdTom^Pos^ cells over total (DAPI^Pos^) cells on sections supports this result (Fig. 4c). In addition, Sftpc IF staining of Ctrl. and Exp. lungs was performed and quantified (Fig. 4c). The results indicate a trend towards a decrease of Sftpc^Pos^ tdTom^Pos^ over total cells in *Fgfr2b-cKO* compared to Ctrl. on days 7 and 14.

**Fig. 4:**
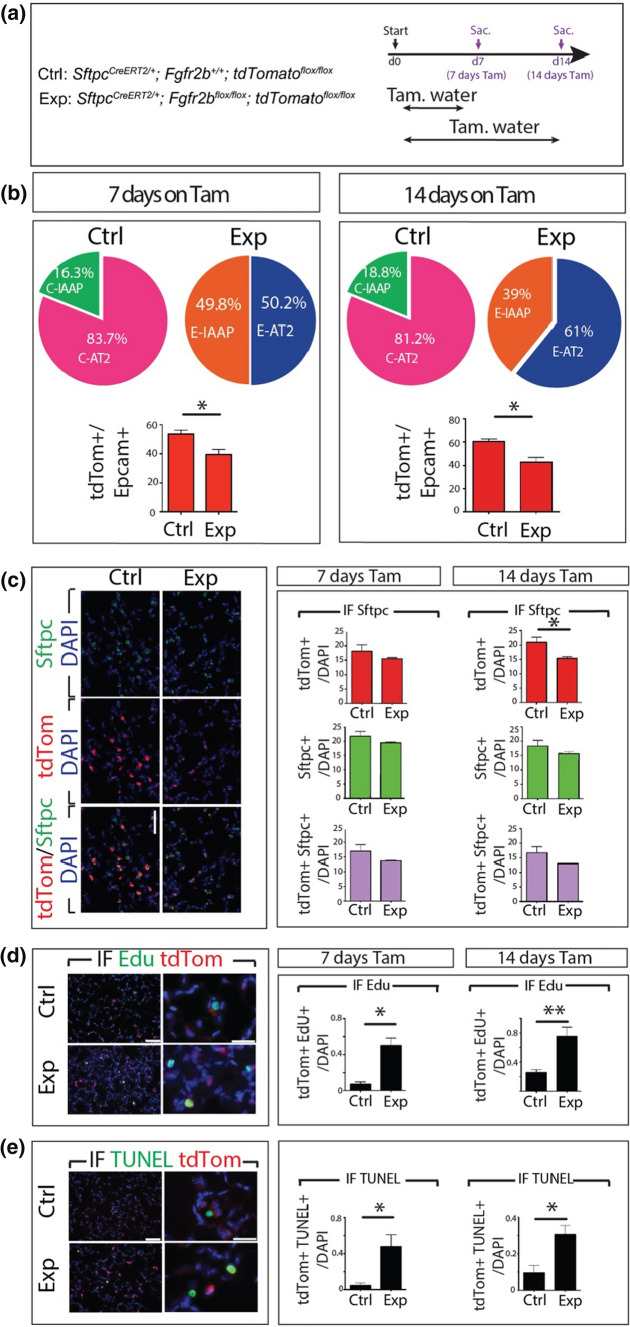
Reduction of tdTomato^Pos^ cells along with enhanced apoptosis and proliferation in *Fgfr2b-*cKO. **a** Tamoxifen treatment timeline of *Sftpc*^*CreERT2/*+^; *Fgfr2b*^+*/*+^; *tdTomato*^*flox/flox*^ and *Sftpc*^*CreERT2/*+^; *Fgfr2b*^*flox/flox*^; *tdTomato*^*flox/flox*^ mice. **b** Flow cytometry analysis of the percentage of tdTomato^Pos^ cells in Ctrl. and Exp. on day 7 and day 14. Note the expansion of the E-IAAPs as well as the decrease in tdTom+/Epcam+ in Exp. lungs. **c** Representative Sftpc immunofluorescence staining (Scale bar: 50 μm). Quantification of tdTomato+ and Sftpc+ single positive and tdTomato+ Sftpc+ double-positive cells at day 7 and day 14 (*n* = 4). **d** Representative EdU staining (Scale bar: 50 μm) and quantification of tdTomato+ Edu+ cells at day 7 and day 14 (*n* = 4). **e** Representative TUNEL staining and quantification of tdTomato+ TUNEL+ cells on day 7 and day 14. The data are presented as mean values ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001

We also investigated proliferation and cell death of tdTom^Pos^ cells by immunofluorescence staining on lung sections on days 7 and 14 (Fig. 4d, e). In this context, and as previously reported [19], tomato fluorescence on sections did not distinguish between IAAPs and AT2s. On days 7 and 14, a significant increase in proliferation (Fig. 4d) and apoptosis (Fig. 4e) in tdTom^Pos^ cells was observed, suggesting that lineage-labeled subpopulations undergo apoptosis and proliferation simultaneously in Exp. lungs. These results, combined with the expansion of the IAAPs and the loss of AT2s in Exp. lungs, indicate that upon *Fgfr2b* deletion the IAAPs proliferate while the AT2s die.

To circumvent the loss of fluorescence on sections, we also isolated by FACS the E-IAAPs and E-AT2 from experimental mice (pool of *n* = 4 mice) injected with EdU one day before sacrifice (Fig. S6a). Following cytospin, the cells were analyzed for presence of Edu (Fig. S6b). Our results indicate a significant increase in EdU-positive cells in E-IAAPs compared to E-AT2s (Fig. S6c). A similar cytospin-based approach was performed for TUNEL (Fig. S7a). Our results indicated that 60% of the E-AT2 were apoptotic (Fig. S7b, c).

### The lung structure remains Intact following *Fgfr2b* deletion in the AT2 lineage

To investigate whether there is a change in the lung structure after *Fgfr2b* deletion, lung morphometry analysis was performed on days 7 and 14 after tamoxifen treatment. Our results demonstrate no changes in alveolar space, septal wall thickness, or MLI in *Fgfr2b-cKO* compared to Ctrl. (Fig. 5a–e).

**Fig. 5:**
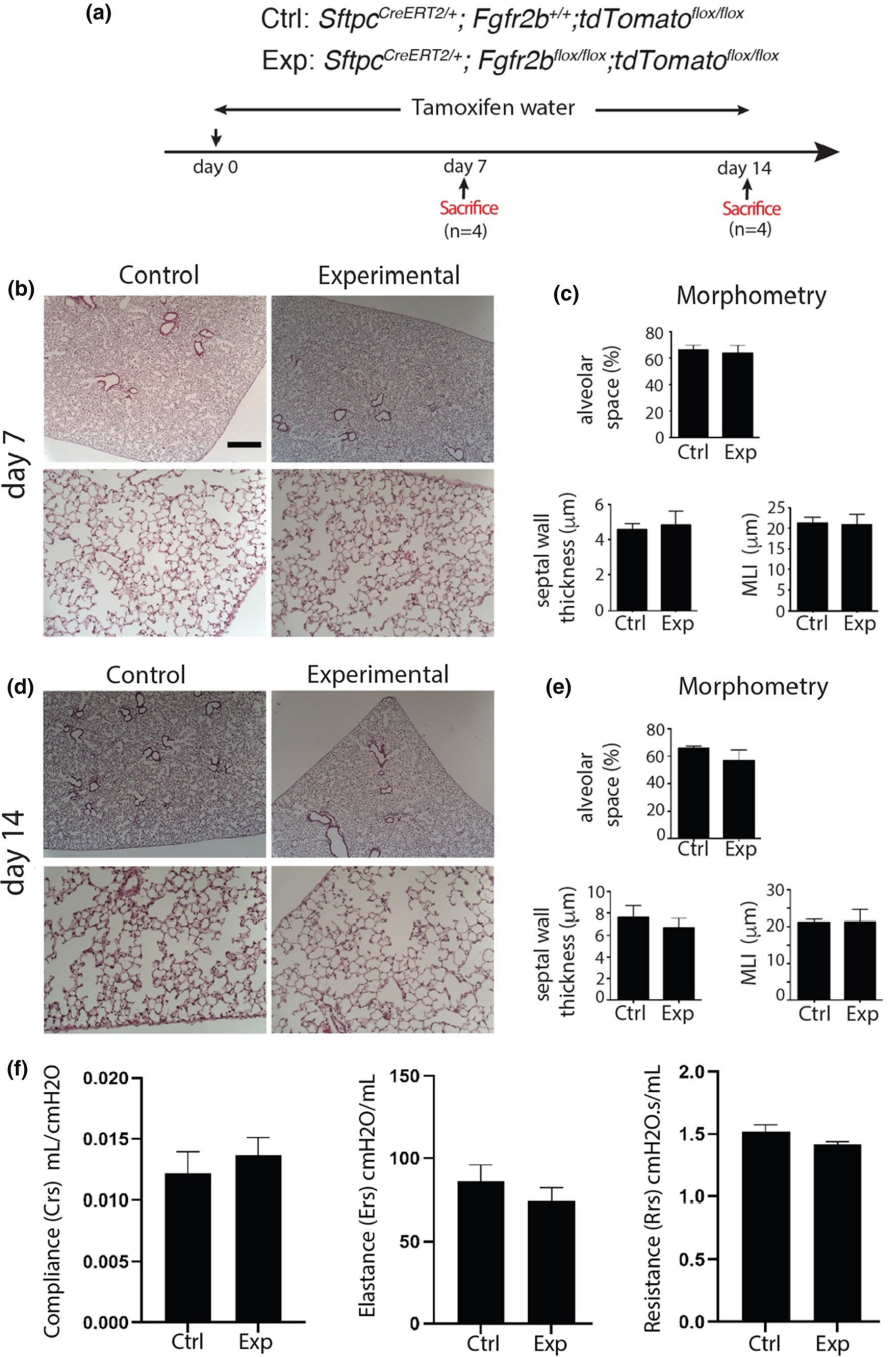
Lung structure remains Intact following *Fgfr2b* deletion. **a** Timeline of tamoxifen treatment of *Sftpc*^*CreERT2/*+^;* Fgfr2b*^+*/*+^;* tdTomato*^*flox/flox*^ and *Sftpc*^*CreERT2/*+^;* Fgfr2b*^*flox/flox*^;* tdTomato*^*flox/flox*^ mice. **b** Hematoxylin and eosin staining of the Ctrl. and the Exp. lungs at day 7 (scale bar 200 µm for lower magnification and 50 μm for higher). **c** Morphometry analysis (alveolar space, septal wall thickness, and MLI) of the Ctrl. and the Exp. lungs at day 7 (*n* = 4). **d** Hematoxylin and eosin staining of the Ctrl. and the Exp. lungs at day 14 (scale bar 200 µm for lower magnification and 50 μm for higher). **e** Morphometry analysis (alveolar space, septal wall thickness, and MLI) of Ctrl. and Exp. lungs at day 14 (*n* = 4). **f** Lung function of control and experimental mice following 2 weeks of tamoxifen exposure. The data are presented as mean values ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001

We also carried out morphometric analysis of control and experimental mice after 2 months and 6 months following 1-week tamoxifen treatment (Fig. S8a). No significant difference was observed between the two groups (Fig. S8b, c). In addition, measurement of lung function at day 14 after continuous tamoxifen treatment showed no significant difference between control and experimental animals (Fig. 5f).

These results suggest that the lack of abnormal lung phenotype is linked to a continuous compensatory mechanism that replenishes the mature AT2 pool. Therefore, we hypothesized that IAAPs, as immature AT2 cells, are the cells that proliferate and differentiate to mature AT2 cells.

### Deletion of *Fgfr2b* in the AT2 lineage leads to loss of self-renewal capability in mature AT2s and a gain of alveolosphere-forming potential in IAAPs

To compare the proliferative capacity of IAAPs and AT2s in Ctrl. and *Fgfr2b-cKO* lungs, FACS-sorted cells were co-cultured with Cd31^Neg^Cd45^Neg^Epcam^Neg^Sca1^Pos^ resident lung mesenchymal cells according to a previously published protocol (Fig. 6a). AT2s from Ctrl. lungs behaved as *bona fide* AT2 cells as they formed alveolospheres with the expected colony-forming efficiency (Fig. 6b, c). In contrast, AT2s from *Fgfr2b-cKO* lungs demonstrated a significant decrease in alveolosphere forming capabilities compared to the corresponding Ctrl., suggesting the loss of proliferative capabilities upon *Fgfr2b* deletion (0.22% ± 0.13 vs 1.20% ± 0.36, *n* = 3) (Fig. 6d). As previously described, IAAPs from Ctrl. lungs displayed weak organoid forming capabilities, which is in line with their quiescent status [19]. Interestingly, IAAPs from *Fgfr2b-cKO* lungs showed a significant increase in alveolosphere formation, which is consistent with their transition towards the AT2 status (0.02% ± 0.01 vs 0.15% ± 0.05, *n* = 3) (Fig. 6d, e). Supporting this conclusion, we observed differential viability of FACS-isolated AT2s and IAAPs from Ctrl. and *Fgfr2b-cKO* lungs. AT2s displayed decreased viability in Exp. vs Ctrl. lungs (18.27 ± 1.64% vs 72.33 ± 5.62%, *n* = 3). In contrast, a sharp increase in viability was observed for IAAPs in Exp. vs Ctrl. lungs (72 ± 4% vs 10.17 ± 0.98%, *n* = 3) (Fig. S9). These results suggest that IAAPs in *Fgfr2b-cKO* lungs display progenitor behavior characteristics similar to mature AT2s in the Ctrl. lungs. Indeed, such progenitor-like behavior was previously suggested in vitro. Using precision-cut lung slides from *Sftpc*^*CreERT2/*+^; *Fgfr2b*^+*/*+^; *tdTom*^*flox/flox*^ mice cultured in vitro, we had demonstrated that mature AT2s were lost while IAAPs expanded. In vivo, we also showed that the IAAPs expanded following pneumonectomy [19].

**Fig. 6:**
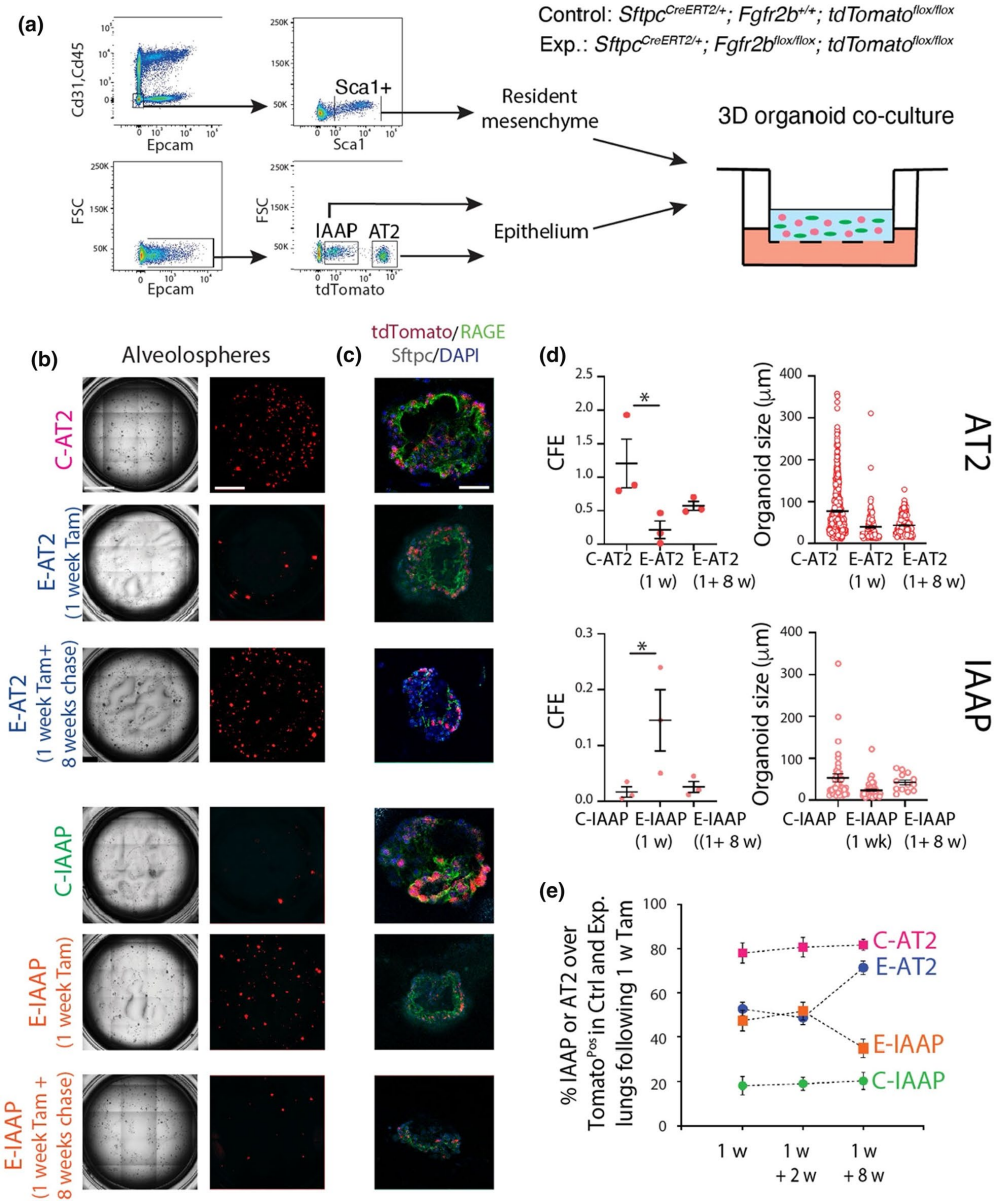
Deletion of *Fgfr2b* in the AT2 lineage leads to loss of self-renewal capability in AT2 and a gain of alveolosphere formation potential in IAAPs. **a** Representative flow cytometry shows the gating strategy of Cd31^Neg^Cd45^Neg^Epcam^Neg^population and a further selection of Sca1+ resident mesenchymal cells from C57BL/6 lungs (upper plot), as well as the selection of IAAPs and AT2s from Epcam^Pos^ population from *Sftpc*^*CreERT2/*+^;* Fgfr2b*^+*/*+^;* tdTomato*^*flox/flox*^ (lower plot). Resident mesenchymal cells were co-cultured with IAAPs and AT2s separately (*n* = 3). **b** Representative alveolospheres from AT2s and IAAPs from Ctrl. and Exp. mice (*n* = 3) (Scale bar: 100 μm). **c** Representative Sftpc and RAGE immunofluorescence staining of alveolospheres after 14 days in culture (Scale bar: 50 μm). **d** Quantification of alveolosphere size and Colony-forming unit (CFU) in AT2s and IAAPs from Ctrl. and Exp. mice (*n* = 3). **e** Percentile of AT2s and IAAPs in Ctrl. and Exp. lungs at different time points following 7 days tamoxifen treatment

### E-AT2s regain their alveolosphere-forming capabilities following a long chase period after Tamoxifen exposure

We also tested the capacity of the E-AT2s and the E-IAAPs to give rise to alveolospheres in Exp. mice exposed to Tam water for 1 week followed by a chase period of 8 weeks (Fig. 6b–d). In these conditions, a partial rescue of the capacity of the E-AT2s was observed as compared to the E-AT2s arising from animals exposed to Tam water for 1 week. On the other hand, the E-IAAPs lost their proliferative activity after such a long chase period as compared to the E-IAAPs isolated from 1-week tamoxifen treatment. The ratio of IAAPs or AT2s over the total Tom^Pos^ cells after 1-week tamoxifen water, followed by a 2-week or 8-week chase period, is represented in Fig. 6e. Our results indicate that for the 1-week and 1-week plus 2-week chase period, the percentile of E-AT2s decreases from around 80% in the controls to 50%, and the percentile of E-IAAPs increases from around 18% in the controls to 50%. However, for the 1-week tamoxifen plus 8-week chase period, these percentiles nearly returned to their control values. The complete return to normality after an 8-week chase is likely hampered by the previously reported leakiness of the *Sftpc*^*CreERT2*^ driver, which in experimental mice continuously deletes *Fgfr2b* in AT2s arising either from de novo targeted AT2s or from the IAAPs which have differentiated into AT2s (see also Fig. 8). Interestingly, such a dynamic mechanism was also observed in the context of bleomycin injury in mice, where at day 14 following bleomycin administration (at the peak of fibrosis), the AT2s decreased while the IAAPs simultaneously increased. On day 28, after fibrosis resolution had taken place, the percentile of IAAPs and AT2s had almost normalized (Zhang and Bellusci, data not shown).

### Transition of IAAPs towards AT2s in response to *Fgfr2b* deletion

To assess how IAAPs respond to *Fgfr2b* deletion, average tdTomato intensity in IAAP cells obtained by flow cytometry in Ctrl. and *Fgfr2b-cKO* lungs was quantified (Fig. 7a, b). Our results indicate an increase in tdTomato intensity of the IAAPs in *Fgfr2b-cKO* vs Ctrl. lungs. Next, the level of expression of *Tomato* mRNA in FACS-isolated IAAPs in *Fgfr2b-cKO* vs C-IAAPs and C-AT2s in Ctrl. lungs were quantified and compared by qPCR. We found a substantial upregulation of *Tomato* expression upon *Fgfr2b* deletion (Fig. 7c), suggesting that in the *Fgfr2b-cKO* lungs, the IAAPs were transitioning towards an AT2 status. Interestingly, ATAC-seq analysis indicated more open chromatin in E-IAAPs vs C-IAAPs in the *Rosa26* locus, which contains the *tdTomato* gene (data not shown). These results are in line with the qPCR analysis of the AT2 cell differentiation marker, *Sftpc*, which indicates increased expression in E-IAAPs vs C-IAAPs and a level of expression close to that observed in C-AT2s (Fig. 7c).

**Fig. 7:**
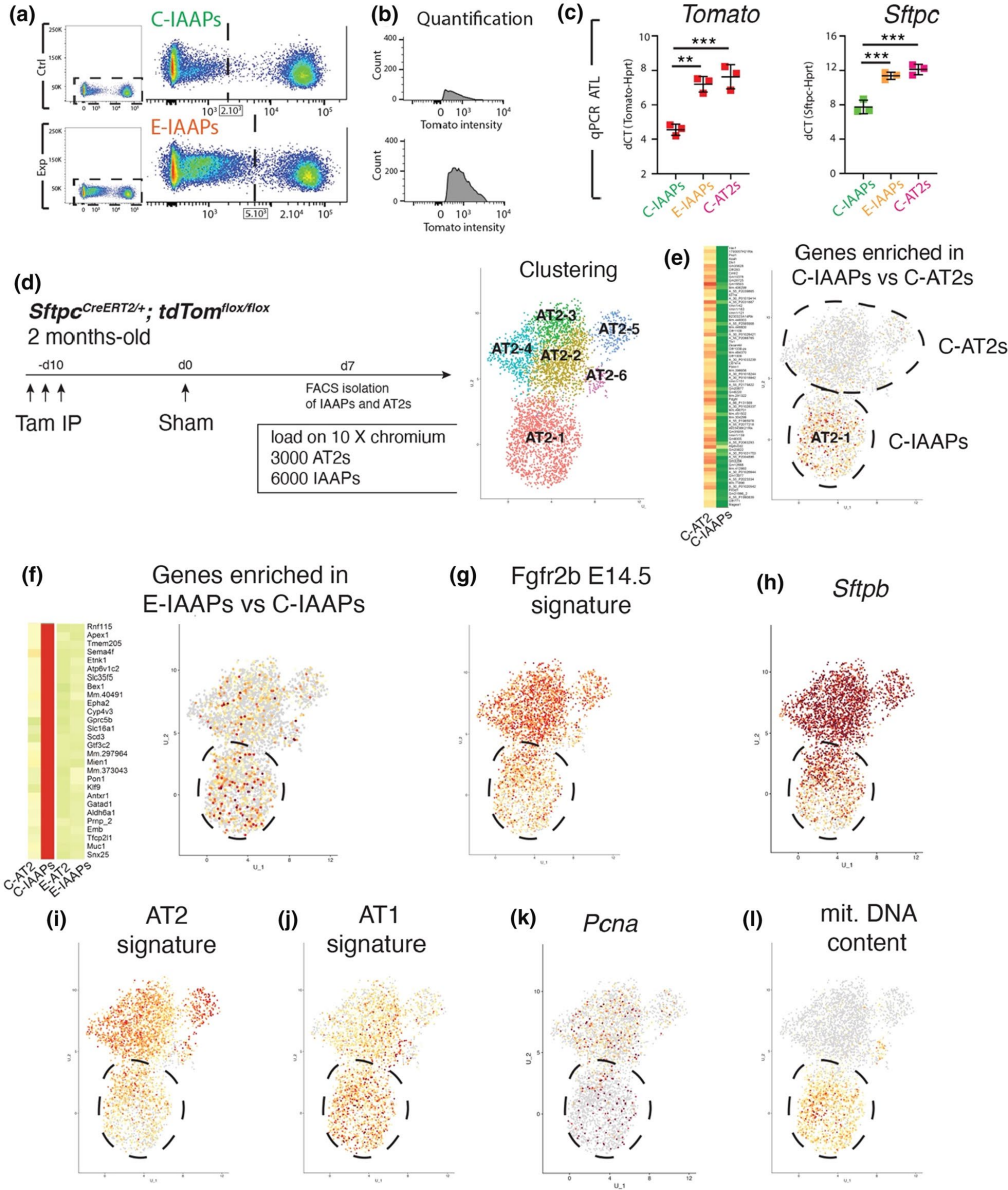
Transition of IAAPs towards AT2 in response to *Fgfr2b* deletion. **a** Representative flow cytometry analysis of tdTomato shows the expansion of IAAPs towards higher tdTomato intensity in E-IAAPs compared to C-IAAPs. **b** tdTomato intensity quantification of IAAPs in Ctrl. and *Fgfr2b-cKO* lungs. **c)** qPCR analysis of *tdTomato* expression on FACS-based sorted IAAPs. **d** scRNA-seq on FACS-isolated IAAPs and AT2s 7 days following Sham surgery. UMAP clustering indicates six main clusters. **e** Expression of genes enriched in C-IAAPs vs C-AT2s identifies the cluster AT2-1 as the C-IAAPs. **f** Expression of genes enriched in E-IAAPs vs C-IAAPS suggests that the AT2-1/IAAPs subcluster contains activated IAAPs. **g** Expression of genes representing the Fgfr2b E14.5 signature is enriched in AT2s. **h** Expression of *Sftpb* is enriched in AT2s. **i** Expression of genes representing the AT2 signature is enriched in AT2s. **j** Expression of genes representing the AT1 signature is enriched in IAAPs. **k** Expression of *Pcna* is present in both AT2s and IAAPs. **l** Expression of mitochondrial DNA genes in IAAPs. The data are presented as mean values ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001

### ScRNA-seq analysis of the AT2 lineage demonstrates that IAAPs and mature AT2s exist as two independent but related clusters

We used scRNA-seq to expand the profiling of IAAPs and AT2s beyond the bulk population analysis done previously. In particular, scRNA-seq enables one to better define the level of heterogeneity present in given populations (Fig. 7d–l). As we previously described, IAAPs are activated and proliferate upon pneumonectomy. For the current study, we isolated the IAAPs and AT2s on day 7 after sham or PNX. The results presented below focus only on the sham, which we considered a surrogate for Ctrl. lungs.

First, we used flow cytometry to sort IAAPs and AT2s from sham lungs (obtained from pooling these cells from 3 mice). As the C-IAAPs were described as more fragile than the C-AT2s following flow cytometry, we loaded on the 10 × chromium chip a total of 9000 cells composed of 3000 C-AT2s and 6000 C-IAAPs. Fine clustering allowed us to distinguish 6 clusters (AT2-1 to AT2-6) (Fig. 7d). Then, the lineage-labeled clusters which corresponded to the IAAPs were identified by interrogating the transcriptomic signature (arising from bulk RNAseq) obtained by comparing C-IAAPs and C-AT2s [19]. Our results indicate that the AT2-1 cluster has a high level of the IAAP signature as compared to the other clusters (Fig. 7e).

We also monitored the presence of a transcriptomic signature enriched in E-IAAPs vs C-IAAPs (Fig. 7f). The cells in the AT2-1/IAAPs cluster in our scRNA-seq displayed a higher level of this signature than in the AT2s, suggesting that the IAAPs arising from sham lungs are likely activated (Fig. 7f).

Next, we examined the Fgfr2b transcriptomic signature at E14.5 and found it to be present in the AT2-1/IAAPs cluster, albeit at a lower level compared to the AT2 cluster (Fig. 7g). Consistent with previous results, we also found that *Sftpb* expression was decreased in IAAPs vs AT2s (Fig. 7h). A similar observation was seen with the AT2 transcriptomic signature (Fig. 7i). Confirming the bulk population analysis (Fig. 2f), we found that the AT1 signature was also significantly increased in IAAPs vs AT2s (Fig. 7j). We also found that the IAAPs contained cells expressing *Pcna* and a higher level of mitochondrial content (Fig. 7k, l); thereby, supporting the previous observation that IAAPs was proliferative and metabolically active.

Interestingly, we did not find a large number of *Pd-l1* (*Cd274*) expressing cells in our data set, suggesting that either these cells did not survive in our experimental conditions (even though roughly 50% of the IAAPs should be expressing Pd-l1 both at the protein and mRNA level, Fig. S1). The alternative possibility is that these cells lost *Pd-l1* mRNA expression during scRNA-seq. In our experimental conditions, the time separating the isolation of the lungs from the loading of the cells on the 10 × Genomic chip, which is known to influence gene expression, was around 5 h.

In summary, we have demonstrated that the IAAPs and AT2s represent two transcriptionally stable and distinct populations of Sftpc^Pos^ cells. Fine clustering indicated heterogeneity in AT2s (with five subclusters). However, such heterogeneity was not detected in the IAAPs.

## Discussion

The model for our study is presented in Fig. 8. Using the *Sftpc*^*CreERT2/*+^; *tdTomato*^*flox/flox*^ mice, we have previously described the existence of two distinct subpopulations of lineage-traced Sftpc^Pos^ cells based on the level of Tomato expression. The AT2-Tom^High^ represent the mature AT2 cells. On the other hand, the AT2-Tom^Low^ displayed characteristics of immature AT2 cells that could proliferate and differentiate towards mature AT2 cells in the context of pneumonectomy. These cells were proposed to represent a novel progenitor population for mature AT2 cells [19]. Owing to these characteristics, we are calling them “injury-activated alveolar progenitors” or IAAPs. In the context of *Fgfr2b* deletion, both the AT2s and IAAPs undergo apoptosis. Our ATAC-seq data supports these results showing a much higher background noise in both E-AT2s and E-IAAPs on day 7 compared to the corresponding Ctrl. Such high background noise has been associated with apoptosis [26]. In addition, IF data showed an increase in the tdTom^Pos^ TUNEL^Pos^ cells. Unfortunately, IF for Tomato does not distinguish between AT2s and IAAPs on sections, however analysis of FACS-based isolated cells followed by cytospin confirms apoptosis of E-AT2s (Fig. S7) [19]. As E-AT2 cells have lost their proliferative capabilities in the context of the alveolosphere assay, AT2s are likely the most affected cells by the loss of *Fgfr2b*. This conclusion is supported by the high expression level of the mutated transcript in E-AT2s on day 7 of tamoxifen treatment, and by the fact that in the AT2 pool, the apoptotic phenotype is fully penetrant. In the IAAP pool, we observed the emergence of lineage-labeled IAAP cells that did not display *Fgfr2b* deletion. This result suggests that in these IAAP cells, likely due to chromatin accessibility, Cre effectively acts on the *Rosa26* locus to activate Tomato expression but does not operate efficiently on the *Fgfr2b* locus to delete exon 8. These cells therefore represent transient amplifying cells with progenitor-like properties.

**Fig. 8:**
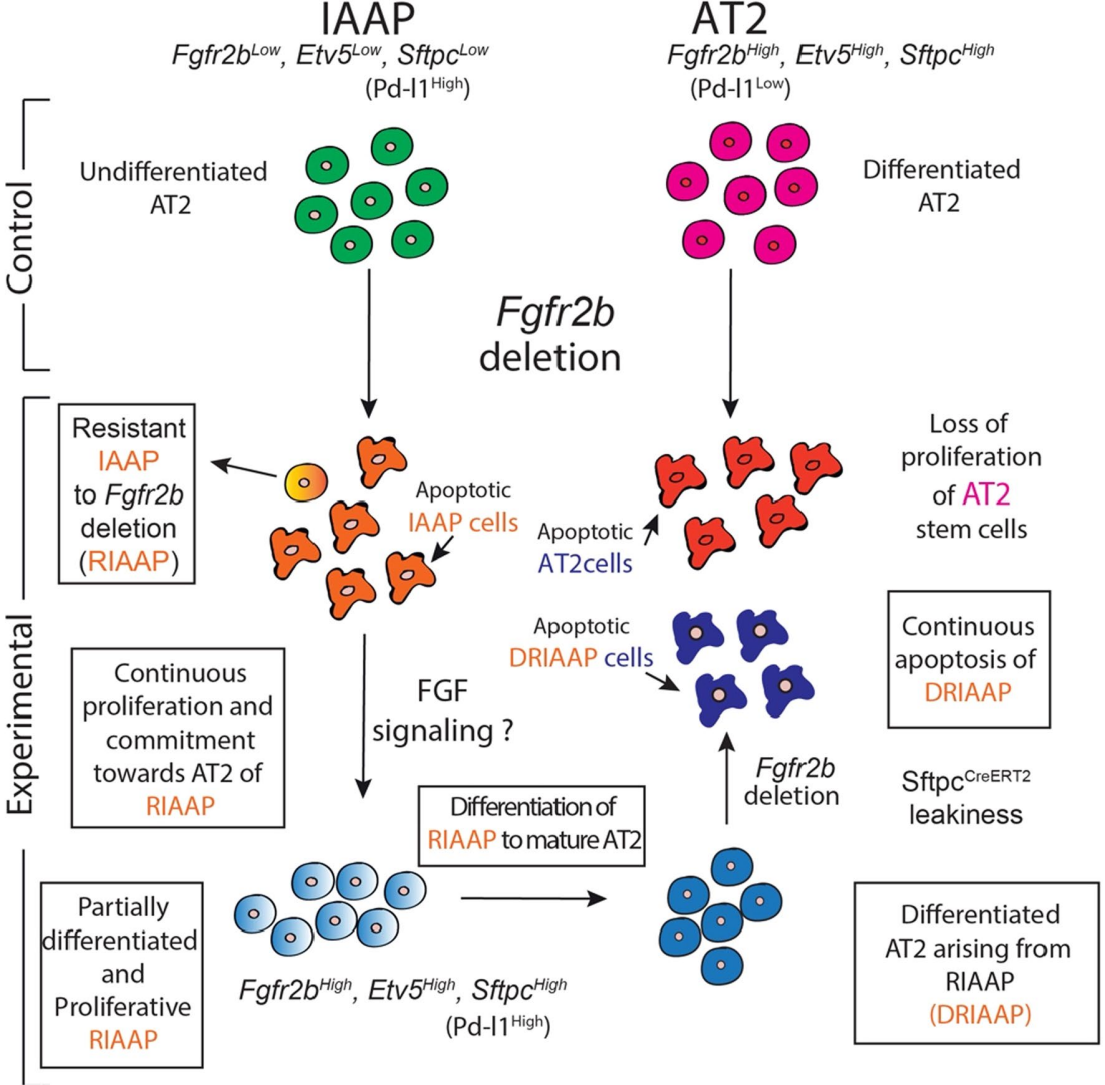
Schematic representation of characteristics and behavior of IAAP and AT2 cells in Ctrl. and *Fgfr2b-cKO* lungs. The AT2-Tom^High^ are the mature AT2s while the AT2-Tom^Low^ (IAAPs) correspond to AT2 progenitors. In the context of *Fgfr2b* deletion, both AT2s and IAAPs undergo apoptosis. However, while in the AT2 pool, this apoptotic phenotype is fully penetrant, in the IAAP pool, we observed the emergence of resistant IAAPs to *Fgfr2b* deletion (RIAAPs). These results also suggest that the IAAP pool is itself heterogeneous. The difference between RIAAPs and IAAPs and the mechanisms involved in the emergence of this resistance in RIAAPs will require further investigation. We also propose that the RIAAPs proliferate and progressively commit towards mature AT2s. We suggest that Fgfr2b signaling in these cells is likely driving this proliferation and differentiation process. Differentiated AT2s arising from RIAAPs (DRIAAPs) are then, due to the previously described leakiness of the *Sftpc*^*CreERT2*^ driver undergoing *Fgfr2b* deletion, creating a constant cycle of proliferative and apoptotic alveolar epithelial cells

Interestingly, a disconnect between Tomato expression (serving as a quality control for Cre activity) and Cre-induced Diphtheria Toxin (DTA) activity in AT2 cells has been previously reported [20]. The authors used *Sftpc*^*CreERT/*+^,* R26*^*LoxP-STOP-LoxP-Tomato*^;* R26*^*LoxP-GFP-STOP-LoxP-DTA*^ to label the AT2 cells and induce at the same time the lethal expression of DTA in these cells after a single dose of tamoxifen. It was observed that lineage-labeled AT2 cells (which generally should have died due to DTA expression) proliferated clonally following AT2 killing. These data served as early evidence to demonstrate that AT2s are stem cells. To explain their results, the authors proposed that “by chance, Tamoxifen-induced recombination occurred only at the *Rosa*^*LoxP-STOP-LoxP-Tomato*^ locus in a proportion of AEC2s (AT2s), thereby lineage labeling, but not killing these AEC2s (AT2s)” [20]. A puzzling possibility in this experiment is that the lineage-labeled AT2 cells which proliferated clonally following AT2 killing arise from the lineage-labeled IAAPs.

The interpretation of these results is consistent with our published observation that in the context of precision-cut lung slices from *Sftpc*^*CreERT2/*+^; *tdTomato*^*flox/flox*^ lungs cultured in vitro, AT2s are massively killed, leaving intact the IAAPs, which then expand to become mature AT2s [19]. In the context of *Fgfr2b* deletion, rather than random recombination of one allele vs the other upon tamoxifen administration, an alternative explanation is that a subset of lineage-labeled IAAPs are, or become, resistant to *Fgfr2b* deletion, allowing them to survive. We call these cells Resistant IAAP cells to *Fgfr2b* deletion (or RIAAP cells). The mechanisms involved in the resistance in RIAAP cells will require further investigation. Novel mechanisms are likely at play as this observation is not compatible with a simple difference in chromatin opening, restricting, for example, the accessibility of the *Fgfr2b* locus. A closed chromatin configuration for the *Fgfr2* locus would expect to hamper both the recombination of the *exon 8* and the expression of *Fgfr2b* itself. As *Fgfr2b* expression is, on the contrary, increased in RIAAPs (i.e. E-IAAPs) vs C-IAAPs (see Fig. 1h), it is clear that this primary epigenetic mechanism is not sufficient to explain our results. These results also suggest that the IAAP pool is itself heterogeneous, and the difference between surviving RIAAPs and dying IAAPs will need further clarification. We also propose that the RIAAPs proliferate and become progressively committed to mature AT2s. Based on the increased expression of *Fgfr2b* and *Etv5* and the AT2 differentiation markers, we propose that Fgfr2b signaling in these cells is likely driving the proliferation and differentiation process.

Further experiments will have to be carried out to identify the Fgf ligand, likely Fgf7 or Fgf10, driving these processes. These differentiated AT2s arising from RIAAPs (called DRIAAPs) are then, due to the previously described leakiness of the *Sftpc*^*CreERT2*^ driver [19], themselves subject to *Fgfr2b* deletion, thereby creating a constant cycle of proliferative and apoptotic alveolar epithelial cells contributing to AT2 homeostasis. It is also essential to consider that non-lineage labeled AT2s are still present in experimental lungs. In our conditions, our labeling efficiency of AT2 cells is around 77% [19]. Therefore, it is possible that in the E-AT2 pool, there is a mixture of cells arising not only from E-IAAPs, but also from cells arising de novo from non-lineage labeled AT2s undergoing Cre-based recombination in a tamoxifen independent manner. Indeed, the leakiness of the Cre in the *Sftpc*^*CreERT2*^ line used for our study is relatively high and gives rise to around 5% of Tom^Pos^ cells/total cells labeled in mice exposed to water as compared to 25% in the context of tamoxifen water [19].

The long-term consequences of this new equilibrium are still unclear. In addition, how different are the DRIAAPs from *bona fide* AT2s is still unknown. The overall effect of such a process triggered by *Fgfr2b* deletion in AT2s and IAAPs is a zero-sum game preventing the appearance of a deleterious, emphysematous-like phenotype.

It was previously reported that mutant mice with specific deletion of *Fgfr2* in AT2 cells were less prone to repair after injury, displayed enhanced mortality, and had reduced AT2 cells overall. In these mice, during homeostasis, *Fgfr2* deletion resulted in increased airspace and collagen deposition, as well as a reduced number of AT2 cells [29]. These findings support our result that Fgfr2 is essential for AT2 maintenance. Our work is in line with earlier research investigating the consequences of the loss of *Etv5* in AT2 cells during homeostasis and repair after bleomycin-induced lung injury, which showed that Etv5 is required to maintain AT2 cells [30]. Upon *Etv5* deletion, AT2s transdifferentiated to AT1s. Furthermore, the repair process of the epithelium after lung injury was impaired, resulting in fewer AT2 cells altogether. Etv5 is known to be regulated by Fgfr2b signaling during lung development [31], and it has been suggested that Etv5 in AT2 cells is controlled by Ras-mediated ERK signaling [30]. However, a more recent paper has also reported on the inactivation of *Fgfr2* in AT2s using the *Sftpc*^*CreERT2*^ driver line [14]. This study concluded that Fgfr2 signaling, while preventing the differentiation of AT2s towards the AT1 lineage during alveologenesis, *is dispensable* during homeostasis in the adult. This latter conclusion is at odds with our findings.

In our conditions, loss of Fgfr2b signaling in AT2s leads to a significant decrease in their proliferative capacity using the alveolosphere assay. This result was not observed by Liberti et al. [14]. A methodological difference that could explain this discrepancy in results is that a different tamoxifen regimen was used. While we primarily studied the impact of *Fgfr2b* deletion on day 7 from the start of tamoxifen delivery via water, Liberti et al. treated the experimental adult mice by oral gavage with tamoxifen for three consecutive days followed by 2 weeks washout period. We have also analyzed the experimental lungs after a 2-week or 8-week chase period (Fig. S10).

We observed decreased ratio of Tom^Pos^ cells over EpCAM as well as decreased ratio of Tom^Pos^/DAPI, Sftpc^Pos^/DAPI and Tom^Pos^Sftpc^Pos^/DAPI in Exp. vs Ctrl. lung after a 2-week chase period (Fig. S10b, c). In contrast, no significant difference in these parameters was observed between Exp. vs Ctrl. lung after an 8-week chase period (Fig. S10e, f). Interestingly, RT-PCR after the 2-week chase period shows that the WT transcript is dominant in both the E-AT2s and E-IAAPs (Fig. S10a), supporting a progressive normalization of these parameters over time following *Fgfr2b* deletion and indicating the establishment of another homeostatic equilibrium This conclusion is supported by the quantification of proliferation and apoptosis, which is no longer significant between Exp. and Ctrl. lungs after 8-weeks chase period (Fig. S10d).

In addition, the difference between our conditions and the ones from Liberti et al. could be due to different leakiness levels of the *Sftpc*^*CreERT2*^ driver used. Interestingly, Liberti et al. also reported, using IF, an increase in Edu^Pos^ lineage-traced cells in the Exp. vs Ctrl. lungs without providing a clear explanation for this controversial result. Fgfr2b signaling is known to positively control proliferation and/or survival. However, to our knowledge, it does not inhibit proliferation per se. The interpretation for this puzzling result is now clear if we consider the proliferative lineage-traced E-IAAPs and the new homeostatic equilibrium present in the experimental lungs.

We have previously reported that C-IAAPs express Pd-l1 [19]. We found similar results for E-IAAPs (Fig. S1). 

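Cd274 had a similar log2 signal on the arrays of E-IAAPs and of C-IAAPs, and a high one in both. It was 10.53 in C-IAAPs at day 7, and 10.28, 9.51 and 10.53 in E-IAAPs on days 4, 7 and 14. In C-AT2s it was 5.02, below the background level of that array. Counted from that level, C-IAAPs were at least 12.4-fold higher. This bound makes no allowance for the higher background level of the C-IAAP array, 8.67. The difference between C-IAAPs and C-AT2s was 5.50 on the log2 scale (standard error 0.92, adjusted p = 0.0142), from limma. Between E-IAAPs and C-IAAPs it was -0.42 (standard error 0.75, adjusted p = 0.739), a comparison with 1 control array that does not show the 2 to be equal. Of the 8 immune checkpoint ligands, Cd276 passed as lower in C-IAAPs than in C-AT2s (adjusted p = 0.033) but was below the background level in both groups, and Cd274 was the member that was higher (1 and 1 when adjusted over the list alone, adjusted p = 0.446 for the list). None of the 8 passed between E-IAAPs and C-IAAPs in limma, also when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05 (adjusted p = 0.607 for the list). Ptprc, the CD45 gene of leukocytes, had a signal of 12.93 in C-IAAPs and 8.15 in C-AT2s.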

In the context of cancer, PD-L1 expressed by some human cancer cells binds to PD1, a checkpoint protein expressed by T cells to prevent the immune cells from attacking them, allowing the cancer cells to escape the immune aggression. These cells usually display enhanced self-renewal capabilities and are considered cancer stem cells [21, 32–34]. A similar concept is emerging in the context of the IAAPs with their capacity to escape the harmful consequences of *Fgfr2b* inactivation. Although these escaping properties may be beneficial in the context of lung injury, future research should also focus on examining their role in the context of cancer. Designing dual-labeling systems such as the Dre/Rox and Cre/LoxP systems [35] under the control of a *Sftpc* and *Pd-l1* promoter appears to be a promising strategy to specifically target the IAAPs and examine their precise contribution to the AT2 lineage in the context of repair after injury, regeneration, or even in cancer.

In conclusion, we have identified IAAPs as a potentially novel population of AT2 progenitors necessary for alveolar repair after massive injury to mature AT2s. Understanding how IAAPs are activated to proliferate and differentiate into mature AT2s will be critical for designing efficient strategies to treat debilitating lung diseases.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The scRNA-seq data are currently been deposited in GEO (accession number GSE199112). Genearrays data have been been deposited in GEO (accession number GSE162588).

# Supplementary material for: Fgfr2b signaling is essential for the maintenance of the alveolar epithelial type 2 lineage during lung homeostasis in mice
**Source:** Cell Mol Life Sci. 2022 May 19;79(6):302. doi: 10.1007/s00018-022-04327-w
**Supplement:** Supplementary file 1 — Supplementary file1

Fgfr2b signaling is essential for the maintenance of the alveolar epithelial type 2 lineage during lung homeostasis in mice

Negah Ahmadvand¹, Arun Lingampally¹, Farhad Khosravi², Ana Ivonne Vazquez-Armendariz^{1,3}, Stefano Rivetti¹, **Matthew R. Jones¹**, Jochen Wilhelm^{1,3}, Susanne Herold^{1,3}, Guillermo Barreto⁴, Janine Koepke¹, Christos Samakovlis¹, Gianni Carraro⁵, Jin-San Zhang⁶, Denise Al Alam⁷, Saverio Bellusci^{1,3} #

Figure S1_Ahmadvand et al

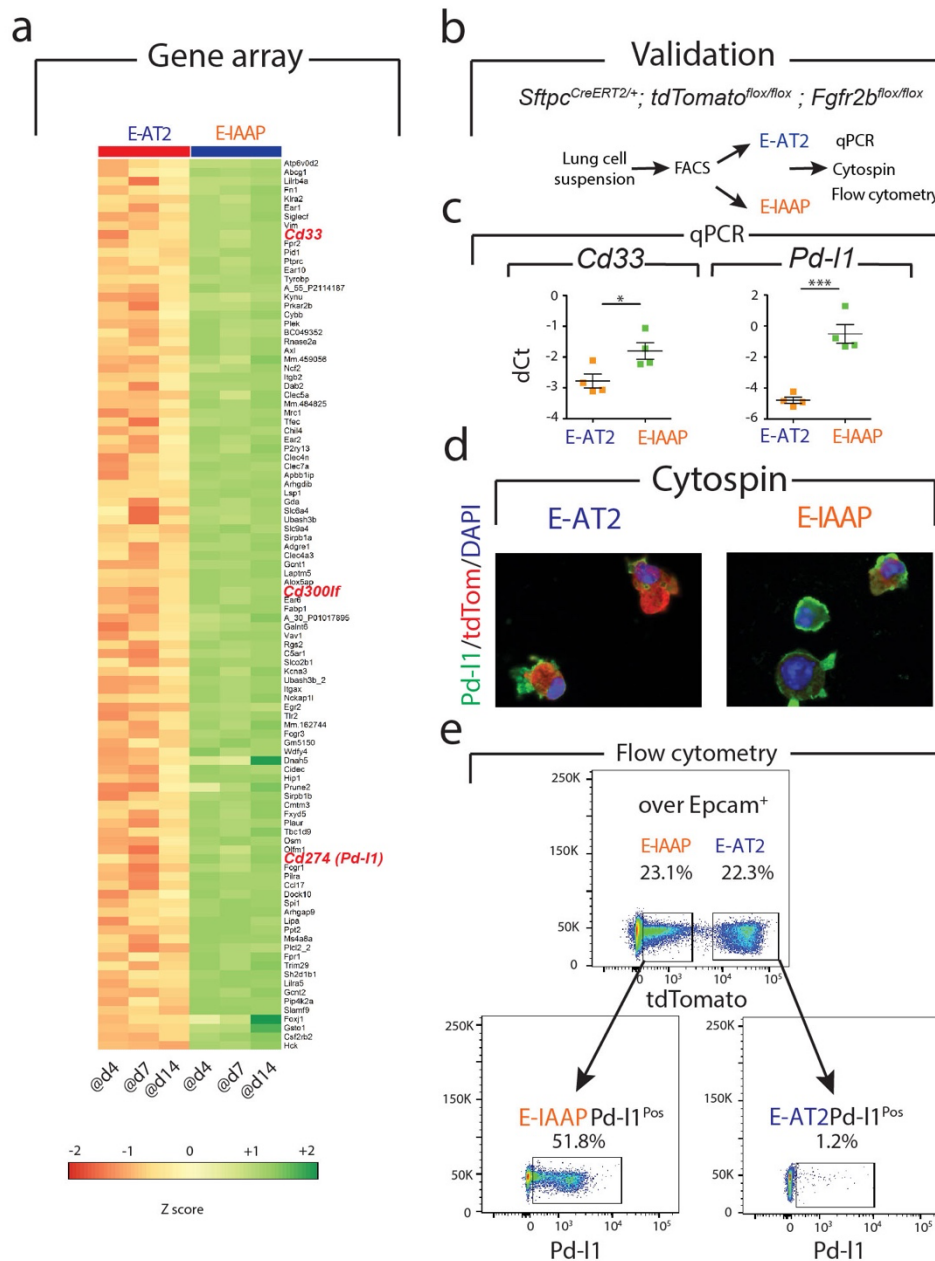

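The arrays compared Tom-low cells (E-IAAPs) and Tom-high cells (E-AT2s) sorted from experimental lungs, in which Fgfr2b is floxed and the AT2 lineage is labeled by tdTomato. Each population gave 1 array on each of days 4, 7 and 14 of tamoxifen water, 6 arrays in all. The values are the authors' quantile-normalized log2 spot signals. Within these 6 arrays, limma was fitted with the day as a block, which pairs both populations of a day, and left 2 residual degrees of freedom. Of 24306 genes, 317 were higher and 1 was lower in E-IAAPs at an adjusted p under 0.05, and 2839 passed at an unadjusted p under 0.05. Without any 1 of the 3 days, 0 genes passed the adjusted threshold in limma, in fits that leave 1 residual degree of freedom.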

Fig. S1 Enrichment of Pd-I1 expression in E-IAAPs vs E-AT2s. **a)** Gene array for E-AT2s and E-IAAPs collected on day 4, 7 and 14 during the tamoxifen treatment. 

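In E-IAAPs, alveolar macrophage genes and general leukocyte and myeloid genes were far higher than in E-AT2s on each of the 3 days, and the immune receptor genes Cd33 and Cd300lf and the checkpoint gene Cd274 were among the genes that differed. Cd33, a sialic acid receptor of myeloid cells, had a log2 signal of 8.85 ± 0.33 (SD, n = 3 days) in E-IAAPs and 3.51 ± 1.13 (SD, n = 3 days) in E-AT2s. Cd300lf, an inhibitory receptor of myeloid cells, had 9.74 ± 0.24 and 4.46 ± 0.75 (SD, n = 3 days). The E-AT2 signals of these genes were below the background level, so E-IAAPs were at least 3.86-fold higher for Cd33 and at least 7.12-fold higher for Cd300lf. Cd274 was low in E-AT2s on each day, at 5.31, 3.42 and 4.75.
In the limma fit with the day as a block, the log2 difference of Cd33 was 5.35 (standard error 0.53, adjusted p = 0.026) and that of Cd300lf was 5.28 (standard error 0.36, adjusted p = 0.0175). Both genes were higher in E-IAAPs on 3 of 3 days. A second probe of Cd33 read 2.37 to 4.51 on all 8 arrays, and a second probe of Cd300lf read 6.12 to 6.38 in E-IAAPs and 3.29 to 4.30 in E-AT2s. Of 22 alveolar macrophage genes, 20 were higher and 0 lower (22 and 0 when adjusted over the list alone), with a median fitted difference of 5.40. Siglecf, a surface receptor of alveolar macrophages, was at least 44.6-fold higher in E-IAAPs (log2 difference 7.20, standard error 0.29, adjusted p = 0.0175). Mrc1, the mannose receptor, was at least 6.52-fold higher (6.72, standard error 0.39, adjusted p = 0.0175), and Itgax, an integrin of myeloid cells, at least 11.1-fold higher (5.95, standard error 0.35, adjusted p = 0.0175). Of 29 general leukocyte and myeloid genes, 20 were higher and 0 lower (22 and 0 when adjusted over the list alone), with a median of 4.12. Camera gave an adjusted p of 2.12e-37 for the macrophage genes and of 6.07e-31 for the leukocyte genes. These were lost with an estimated correlation (adjusted p = 0.548 and adjusted p = 0.222 with an estimated correlation). Limma's fry, which asks whether a list changed at all and not whether it changed more than other genes, gave adjusted p-values of 0.041 and 0.0101. Dnah5, a motor protein of cilia, was the member of 22 ciliated cell genes that passed (5.65, standard error 0.68, adjusted p = 0.0423; 3 passed when adjusted over the list alone). Its E-IAAP signal was 8.62, 8.05 and 12.36 on days 4, 7 and 14, and it was at least 6.83-fold higher than in E-AT2s over the 3 days and at least 2.45-fold without day 14. The ciliated cell genes had a median difference between E-IAAPs and E-AT2s of 0.54, 0.81 and 4.78 on days 4, 7 and 14. Without the arrays of any 1 day, these genes did not pass at an adjusted p under 0.05 in limma. Such fits leave 1 residual degree of freedom, so this does not show that the differences rest on 1 day.

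**Figure D3:**
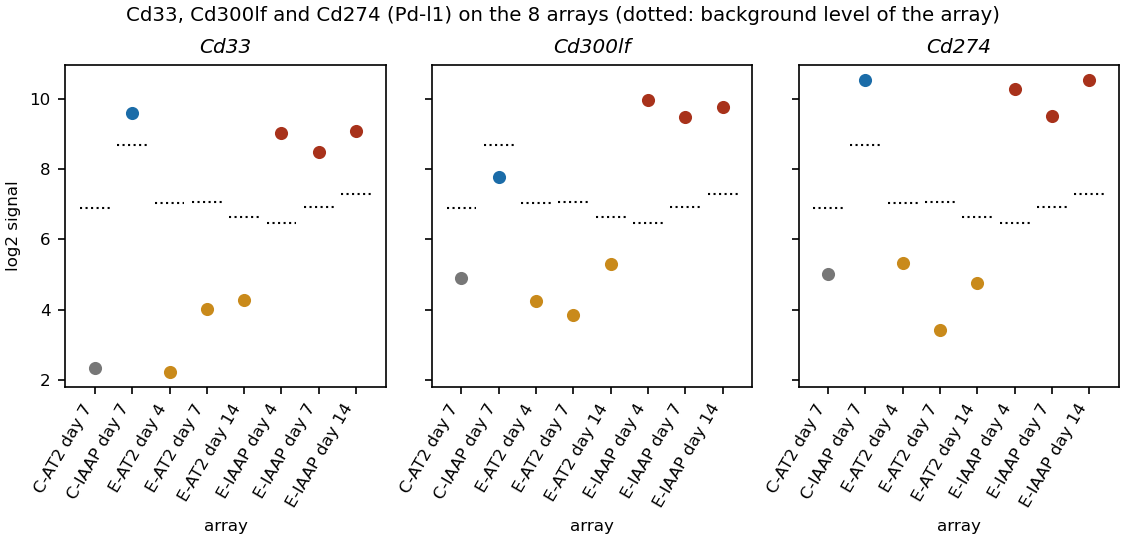
Log2 array signal of Cd33, Cd300lf and Cd274 on the 8 arrays, each point being 1 array and the dotted line the background level of that array. All 3 genes lie above the background level on the 3 E-IAAP arrays and below it on the 3 E-AT2 arrays.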

Note that *Cd33*, *Cd300lf* and *Cd274* (aka Pd-I1) are increased in E-IAAPs vs E-AT2s. **b)** Validation of these results by qPCR, cytospin and flow cytometry. **c)** qPCR indicates that *Cd33* and *Pd-I1* are enriched in E-IAAPs. **d)** Cytospin followed by IF for Pd-I1 indicates enrichment in Pd-I1 protein expression in E-IAAPs. **e)** Flow cytometry for E-IAAPs and E-AT2s followed by detection of Pd-I1 confirms that Pd-I1 is expressed chiefly in E-IAAPs.

Figure S2_ Ahmadvand et al

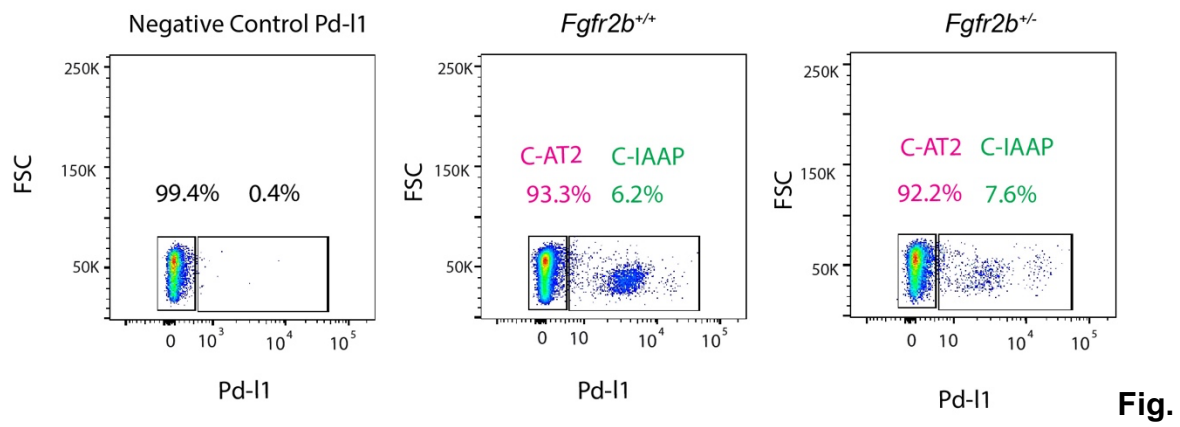

S2 *Fgfr2b* is haplosufficient in AT2s. FACS-based approach using antibodies against Pd-I1 to isolate Pd-I1^{Neg} AT2s and Pd-I1^{Pos} IAAPs in *Fgfr2b*^{+/+} and *Fgfr2b*^{+/-} lungs.

Figure S3_Ahmadvand et al

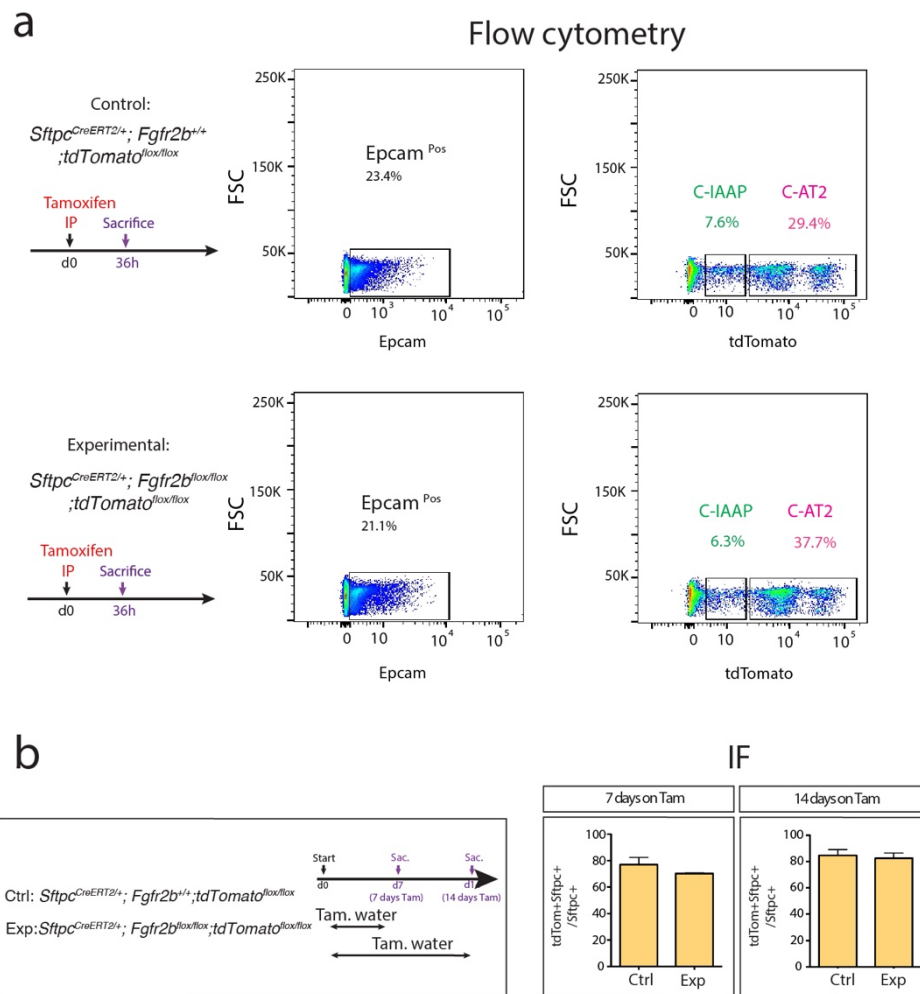

Fig. S3 Recombination efficiency in the IAAPs and AT2s in Exp. vs Ctrl. Lungs.
a) Ctrl. and Exp. lungs were analyzed 36 hours after a single dose of Tam IP. FACS analysis was carried out to quantify the abundance of IAAPs and AT2s (out of Epcam) in Ctrl. and Exp. lungs. **b)** Recombination efficiency in one-week and two-week tamoxifen treated animals. Quantification of the % of Tom^{Pos}Sftpc^{Pos}/Sftpc^{Pos} by IF.

Figure S4_Ahmadvand et al

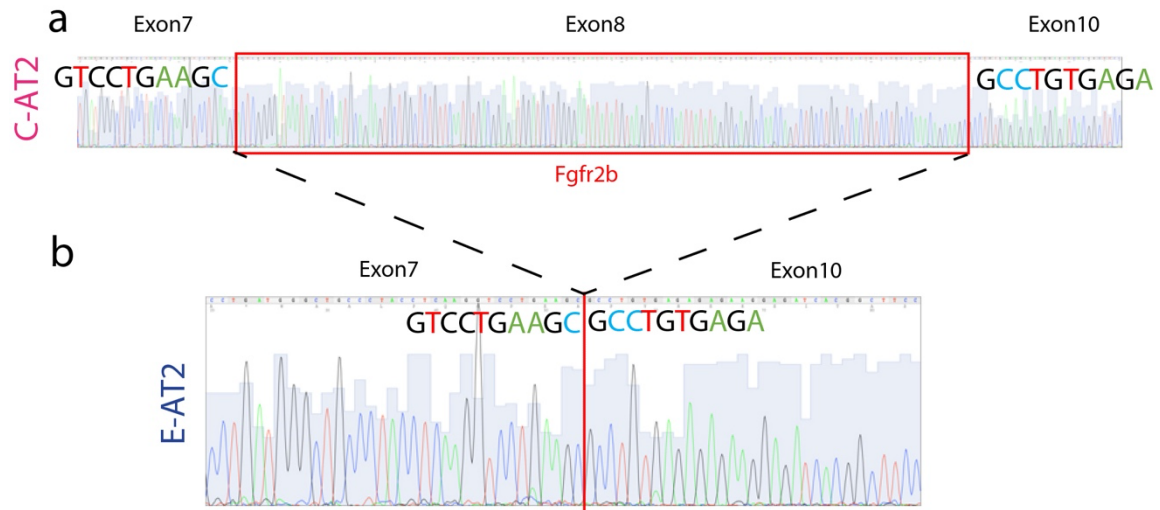

Fig. S4 Sequencing of the WT and mutant Fgfr2b transcripts. a) Sequencing of WT amplified cDNA (340 pb) indicating the presence of Exon 8. **b)** Sequencing of mutant amplified cDNA (195 pb) indicating the deletion of Exon 8.

Figure S5_Ahmadvand et al

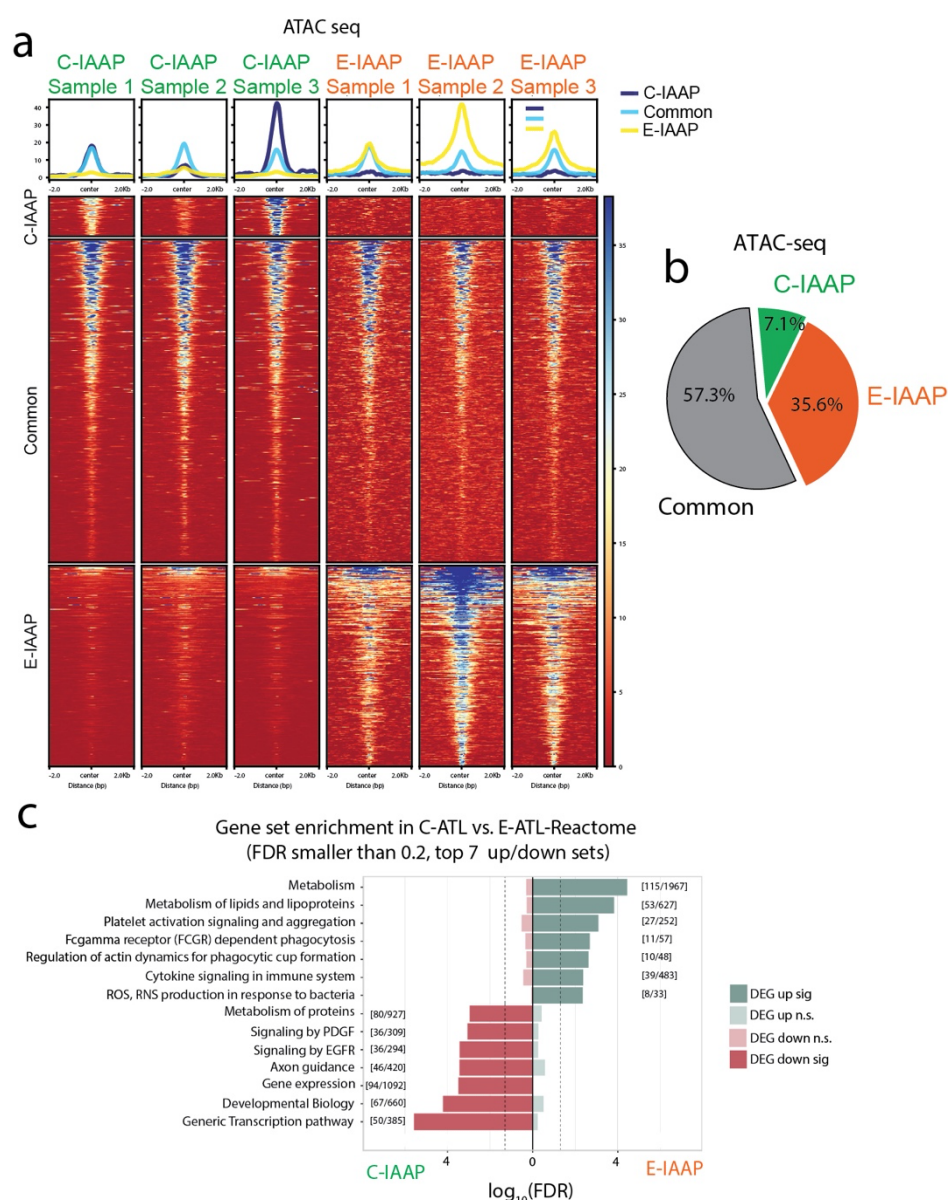

Fig. S5 ATAC-seq analysis of E-IAAPs and C-IAAPs suggest that IAAPs are activated upon *Fgfr2b* deletion. **a-b)** Coverage heat maps of C-IAAPs and E-IAAPs, displaying genome-wide regions of differential open chromatin peaks in E-IAAPs vs C-IAAPs. C-IAAP chromatin is less open and transcriptionally less active compared to E-IAAPs. ATAC-seq analysis of peaks based on the cutoffs shows 56 up-regulated genes in C-IAAPs ($\text{FDR} < 0.05$, $\log_2(\text{FC}) > 0.585$, base Mean > 20), 455 up-regulated genes in E-IAAPs ($\text{FDR} < 0.05$, $\log_2(\text{FC}) > 0.585$, base Mean > 20) and 455 non-regulated genes (base Mean > 20 , $\text{FDR} > 0.5$, $\log_2(\text{FC})$ between -0.15 and 0.15) which means 7.1% and 35.6% of the genome is differentially accessible in C-IAAPs and E-IAAPs, respectively. **c)** Analysis of peaks obtained in the ATAC-seq experiment for E-IAAPs and C-IAAPs using Kobas for the Reactome database. Peaks overlapping gene body or near the transcription starting site of

genes were annotated to the corresponding genes. All annotated peaks were split into lists of genes that display more open chromatin in E-IAAPs or C-IAAPs using DESeq2 on unified peak regions. Observed significance was adjusted by Benjamini-Hochberg correction for multiple tests (FDR). The resulting lists were used as input for KOBAS to search for enriched terms in different databases. The top seven terms were chosen by significance (FDR < 0.2). Results indicate that the term 'Metabolism' is highly enriched in E-IAAPs, indicating that the chromatin of E-IAAPs is more accessible in loci of genes (gene body or promoter) associated with metabolism. Higher accessibility is associated with more transcriptional activity. Numbers in brackets display the number of identified genes / total number of genes for term in the database. DEG: Differentially expressed genes. Between brackets [ ]: Genes found/total genes in term.

Figure S6_Ahmadvand et al

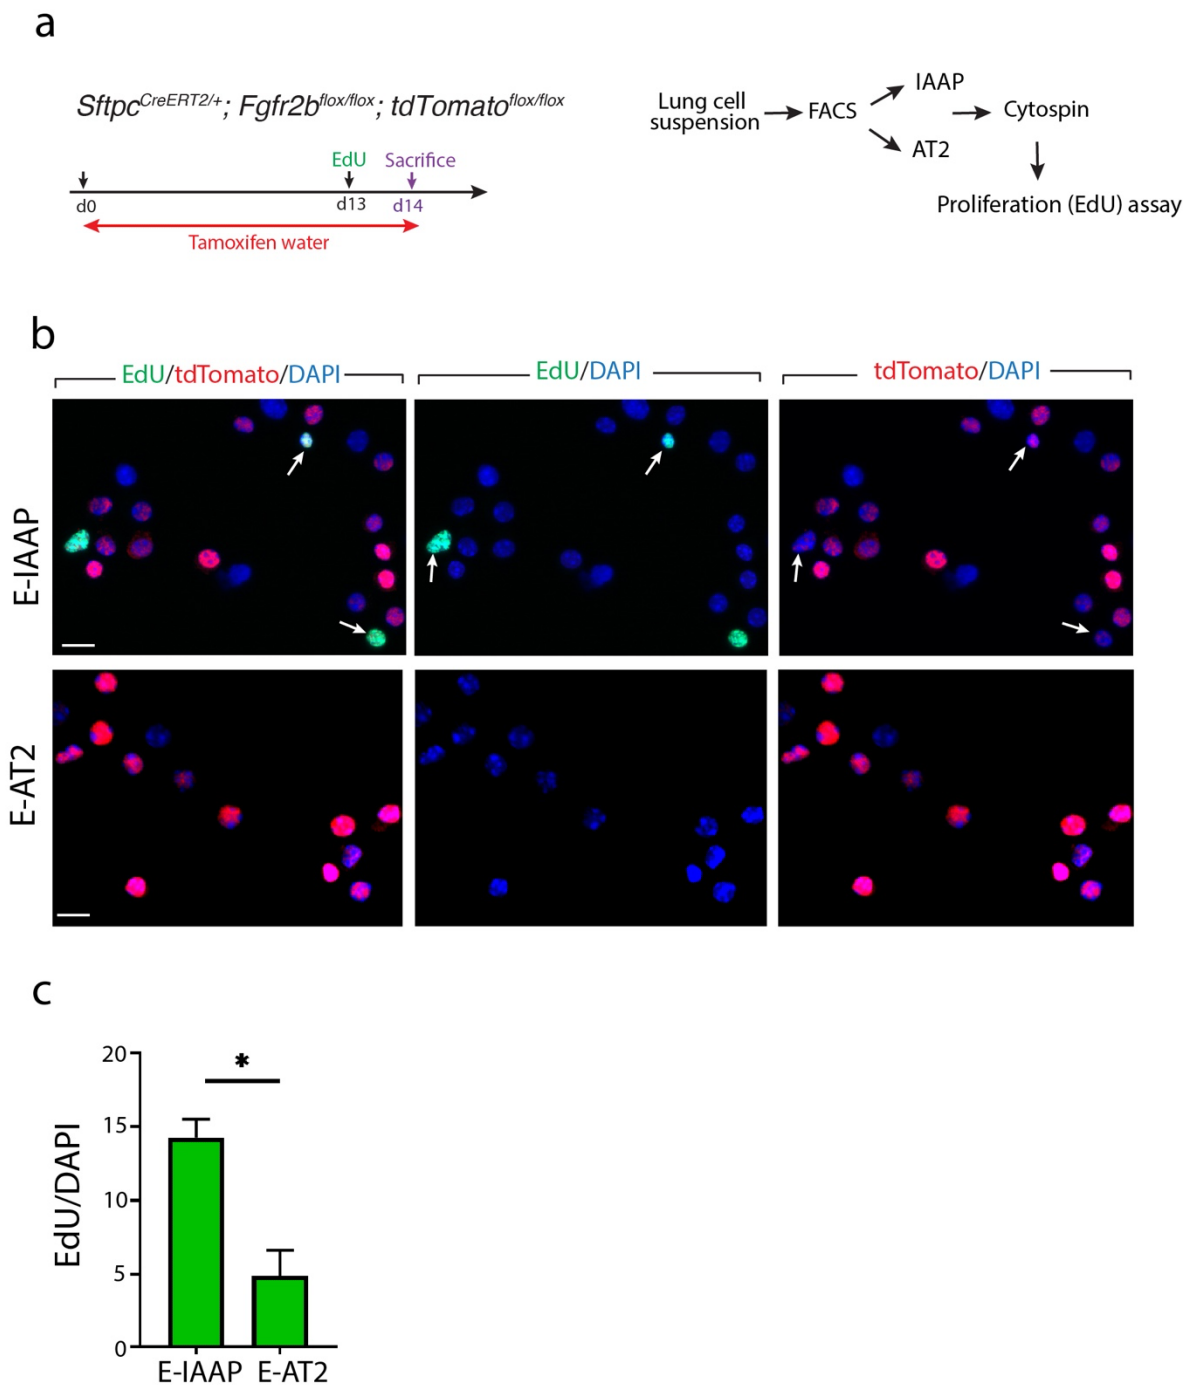

Fig. S6 Increased proliferation in E-IAAPs versus E-AT2. **a)** Timeline of tamoxifen treatment of *Sftpc*^{CreERT2/+}; *Fgfr2b*^{flox/flox}; *tdTomato*^{flox/flox} experimental mice (n=4). Sacrifice of the mice was carried out at d14 following EdU injection at day 13. **b)** Detection of EdU and Tomato by IF following cytopsin of E-IAAPs and E-AT2s. **c)** Corresponding quantification of EdU labeling. Scale bar: 50µm.

Figure S7_Ahmadvand et al

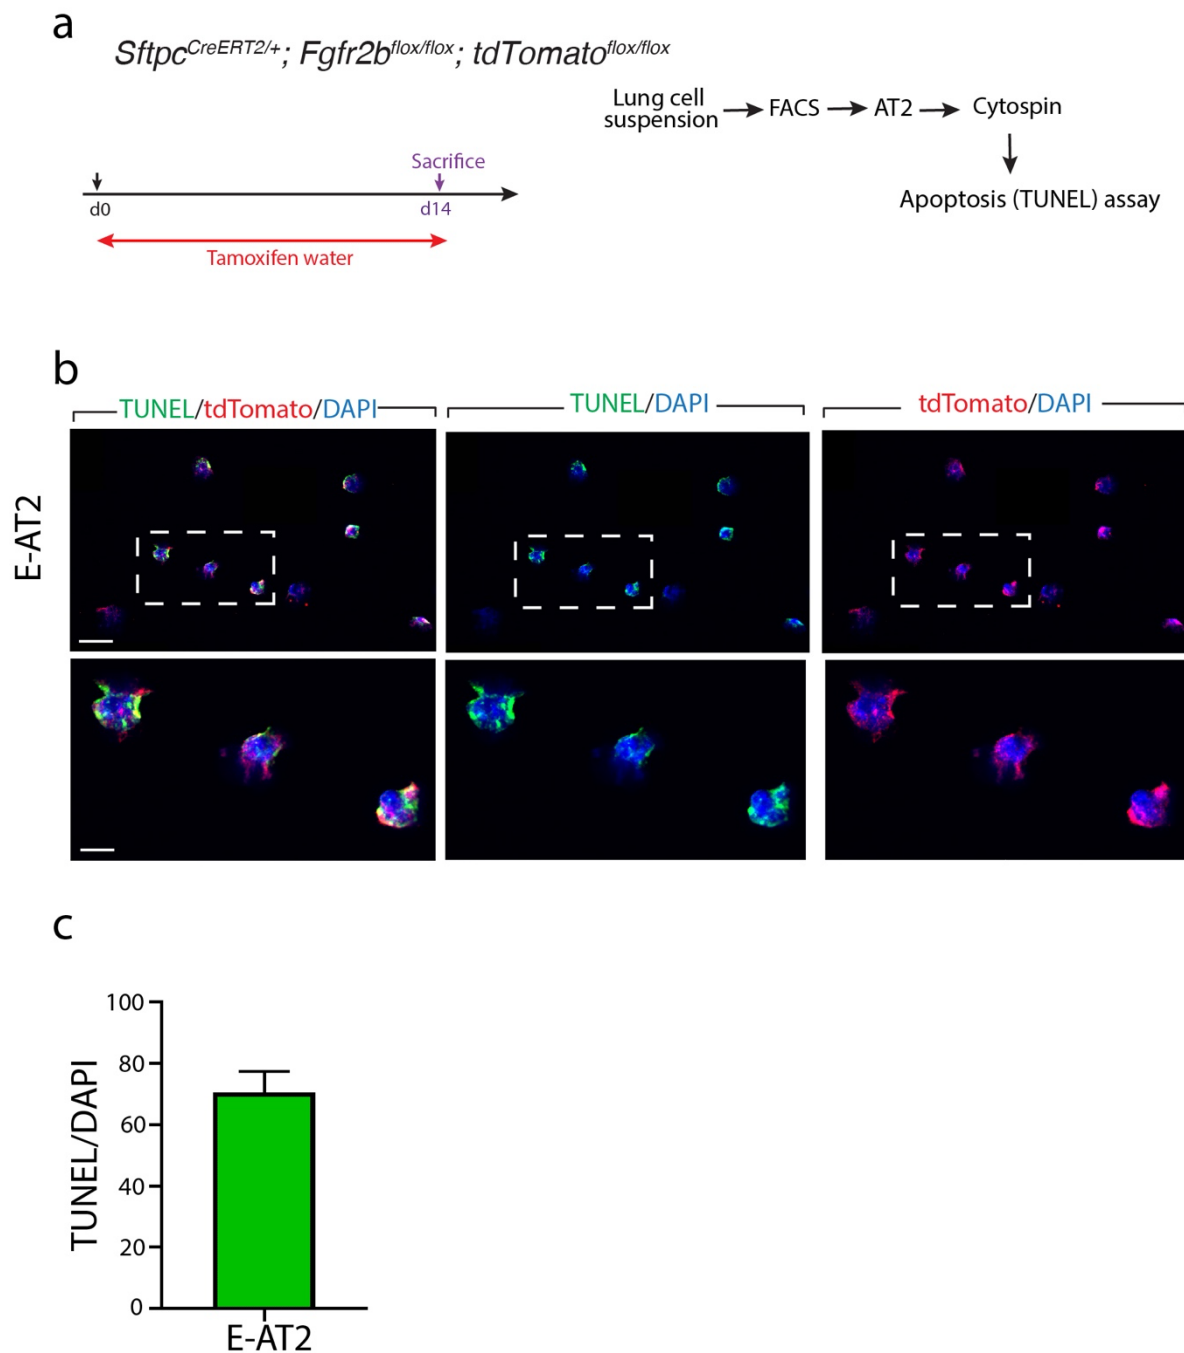

Fig. S7 Increased apoptosis of the E-AT2s. **a)** Timeline of tamoxifen treatment of *Sftpc*^{CreERT2/+}; *Fgfr2b*^{flx/flx}; *tdTom*^{flx/flx} experimental mice (n=4). Sacrifice of the mice was carried out at d14. **b)** Detection of TUNEL and Tomato by IF following cytopspin of E-AT2s. **c)** Corresponding quantification of TUNEL labeling. Scale bar: 50μm.

Figure S8_Ahmadvand et al

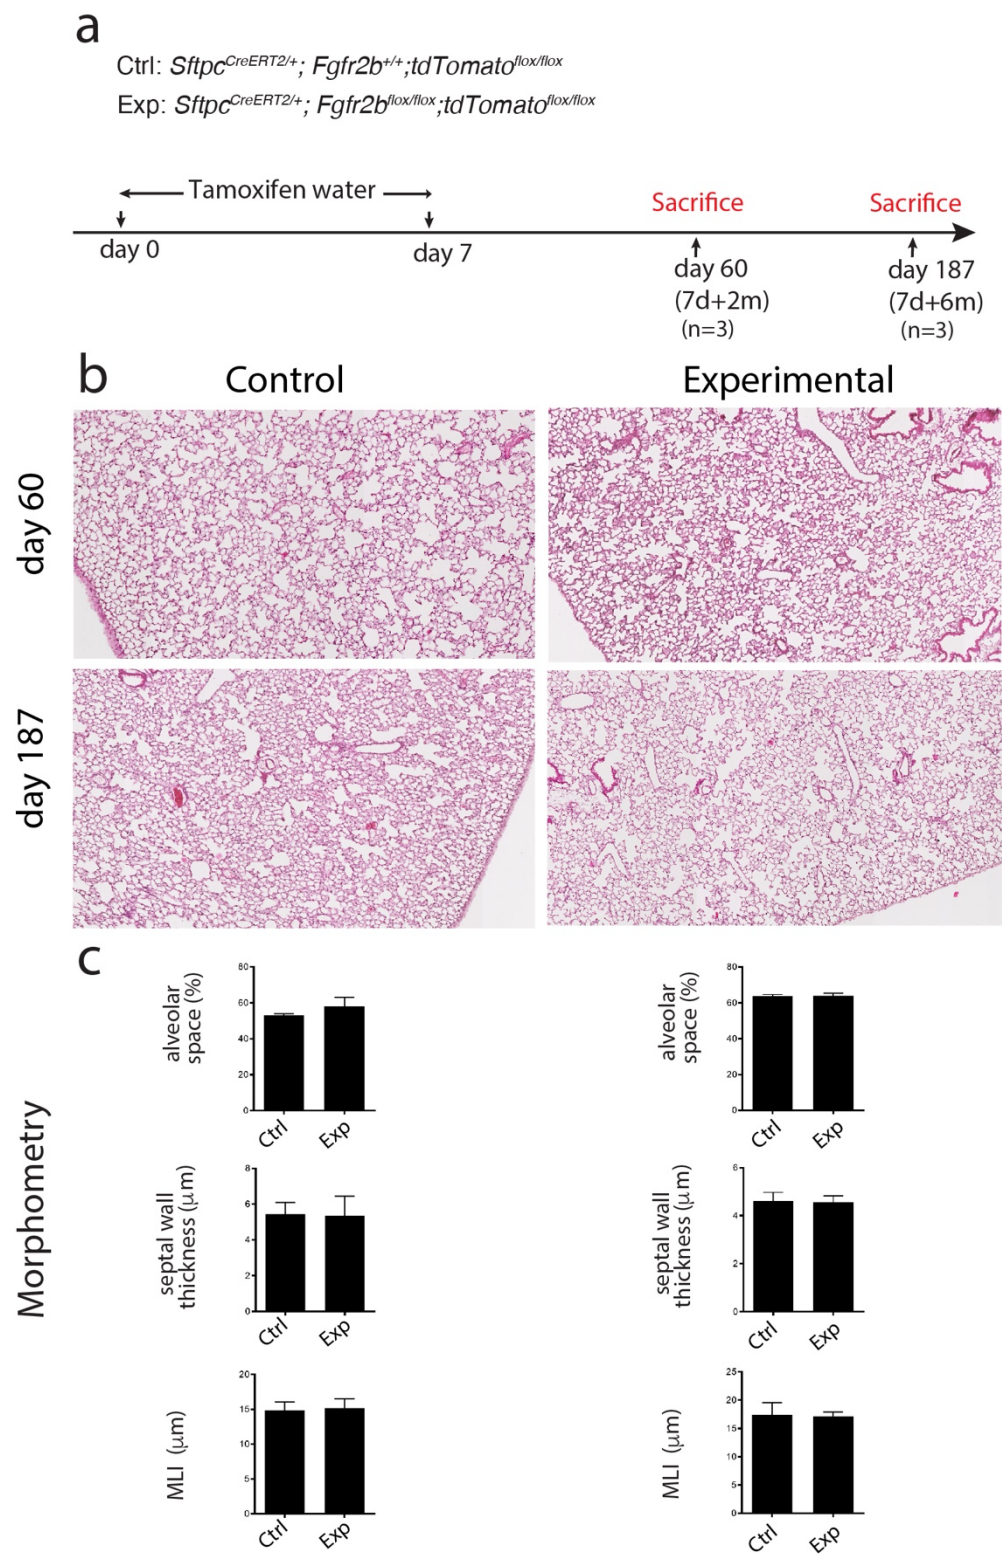

Fig. S8 Normal morphometry of experimental lungs after 2 and 6 months. a) Timeline of tamoxifen treatment of *Sftpc*^{CreERT2/+}; *Fgfr2b*^{+/+}; *tdTomato*^{flox/flox} and

Sftpc^{CreERT2/+}; *Fgfr2b*^{flox/flox}; *tdTomato*^{flox/flox} mice. **b)** Hematoxylin and eosin staining of the Ctrl. and the Exp. lungs at day 60 and day 187 (scale bar 200 μ m) **c)** Corresponding morphometry analysis (alveolar space, septal wall thickness, and MLI) of the Ctrl. and the Exp. lungs (n=4).

Figure S9_Ahmadvand et al

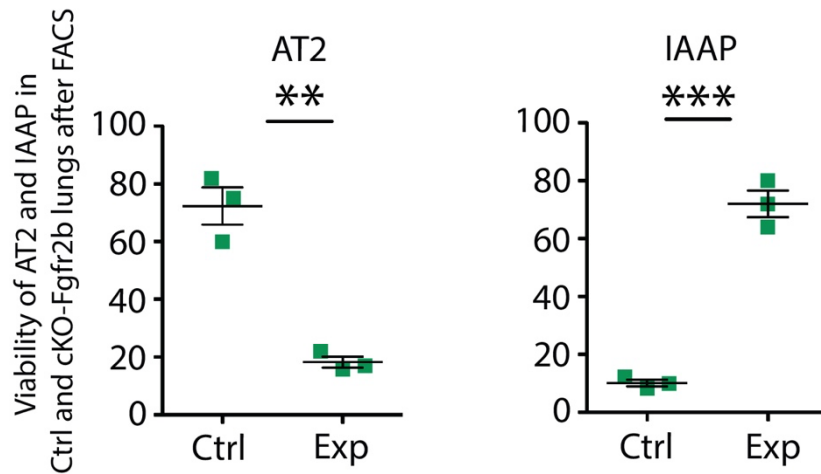

Fig. S9 Viability of IAAPs and AT2s in Ctrl. and *Fgfr2b*-cKO lungs following FACS

Quantification of live and dead cells of Tom^{Low} and Tom^{High} by NucleoCounter following FACS isolation from Exp. compared to Ctrl. mice (n=4). Data are presented as mean values $\pm$ SEM. *p < 0.05, **p < 0.01, ***p < 0.001

Figure S10_Ahmadvand et al

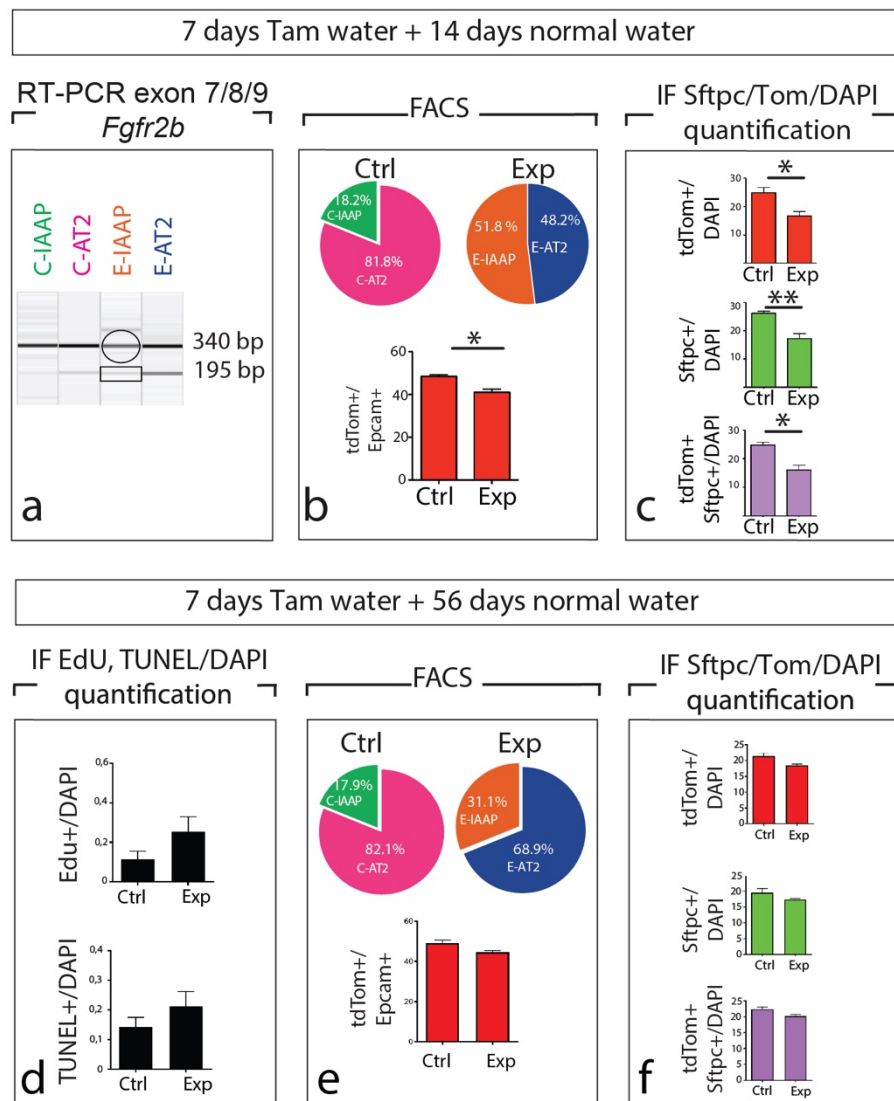

Fig. S10 Analysis of the AT2s and IAAPs in Ctrl. and Exp. Lungs. a-c) Analysis of the AT2s and IAAPs in Ctrl. and Exp. Lungs in one-week tamoxifen followed by a two-week chase period. **a)** RT-PCR for detecting WT and *Fgfr2b* mutant transcripts in FACS-based sorted C-IAAPs, C-AT2s, E-IAAPs and E-AT2s. **b)** Flow cytometry analysis indicating expansion of the E-IAAPs, as well as a global decrease in tdTom+ cells/Epcam+ in Exp. lungs. **c)** IF for tdTom+ and Sftpc+ single positive cells as well as tdTom+ Sftpc+ double-positive cells. **d-e)** Analysis of the AT2s and IAAPs in Ctrl. and Exp. lungs in one-week tamoxifen followed by an eight-week chase period. **d)** IF for Edu and TUNEL indicating a trend (non-significant) towards a residual increase in proliferation and apoptosis. **e)** Flow cytometry analysis indicating that the percentile of E-IAAPs, even though still higher than the one observed for C-IAAPs, is trending towards a normalization. Note that there is no change in the number of tdTom+/Epcam+ in Exp. and Ctrl. lungs at this time point. **f)** IF for tdTom+ and Sftpc+ single positive cells as well as tdTom+ Sftpc+ double-positive cells show no difference between Ctrl. and Exp. lungs.

How the deposited data were processed for this re-analysis (not part of the article)

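Gene expression was measured on 1-colour Agilent mouse arrays in 8 samples of lung epithelial cells sorted from Sftpc lineage-labeled mice: C-AT2s and C-IAAPs at day 7 of tamoxifen water, and E-AT2s and E-IAAPs at days 4, 7 and 14, with 1 array for each. RNA was amplified and labeled with Cy5. The values are log2 spot signals which, per the methods and the sample records, the authors background-corrected with the NormExp procedure on the negative control spots and quantile-normalized with limma; the version of limma is not stated. They precede the authors' averaging of replicate spots and their choice of a probe for each gene. It was checked that every array has the same quantiles, with a median of 5.35 over all spots, a lowest value of 1.63 and a highest of 16.00.

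Of the spots, 43941 carry 1 gene symbol and 19035 carry none and were left out. Spots were named by accession (33704), by a symbol already current (9767) or by a synonym of 1 gene (463). For each of 24306 genes the spot with the highest mean over the 8 arrays was used; 11040 genes had more than 1 spot. Values were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, R 4.3.3 and limma 3.58.1.

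E-IAAPs and E-AT2s were compared in limma with the day as a block. The other comparisons used a fit of all 8 arrays in 4 groups: E-IAAPs against C-IAAPs, C-IAAPs against C-AT2s, E-AT2s against C-AT2s, and the interaction of population and genotype. The days of the experimental groups stand in for replicates there, and each lone control array is assumed to vary like the experimental groups do across days. An adjusted p under 0.05 (Benjamini-Hochberg, over all genes) was the threshold, and counts adjusted over a list alone are given beside it. Against C-AT2s, 0 genes passed in E-AT2s by limma, with 1609 at an unadjusted p under 0.05. At day 7 the log2 difference of 2 arrays carries no test, and genes past a 2-fold difference were counted.

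Genes were grouped in 35 lists, of which 34 genes in all were not measured. List tests used camera with its preset correlation of 0.01, camera with an estimated correlation, and fry, which tests a list against no change and not against other genes. List medians at day 7 were ranked among 10000 random lists matched in 20 bins of mean level, with seed 7. Genes named singly are those the paper names for these cells, up to 4 members of a list with the highest mean level, members that pass where 5 or fewer do, the 10 genes with the largest change in each direction, and genes read from Figs. 2 and S1a; others were chosen after their values had been seen, which is said where they stand. The comparisons, thresholds, lists and naming rule were set before the data were examined but after Figs. 2 and S1a had been seen, and the lists are not the signatures the paper cites. The background level of an array, the 95 percentile of 1389 sensory receptor genes, the count of lost transcripts, the tests between arrays and the use of E-IAAPs of day 4 or 14 in place of day 7 were chosen after the values had been seen.

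Background limits which genes can be compared: 26.6% of genes lay above it on the C-IAAP array and 40.8% to 46.6% on the others. A fold against a group with every probe of the gene below background is given as a lower bound, from the background level of that group's arrays. It makes no allowance for a higher background level in the other group. A fitted log2 difference from a signal below background is not an exact size. The small number of arrays limits the precision. The fits were tested on simulated data in which 200 genes changed. With each gene's own SD across days and changes of 1, 2 and 4 (log2), 0% were recovered at every size for E-IAAPs against E-AT2s, C-IAAPs against C-AT2s and the interaction; for E-IAAPs against C-IAAPs 0%, 4.48% and 39.4% were, and for E-AT2s against C-AT2s 0%, 1.49% and 39.4%. After this result a change of 6 was added, and a noise model with the moderated spread of the fit. With changes of 1, 2, 4 and 6 and each gene's own SD, the percentages recovered were 0, 0, 52 and 82 for E-IAAPs against E-AT2s, 0, 12, 56 and 72 for E-IAAPs against C-IAAPs, 0, 0, 30 and 78 for C-IAAPs against C-AT2s, 0, 14, 46 and 84 for E-AT2s against C-AT2s, and 0, 0, 36 and 50 for the interaction. With the moderated spread they were, in the same order, 0, 66, 100 and 100; 0, 12, 82 and 92; 0, 0, 52 and 94; 0, 10, 82 and 98; and 0, 0, 36 and 80. Unchanged genes called numbered 0 to 8 in each simulation. Every array was given the same noise there. The simulations therefore do not cover an array that stands apart, as the C-IAAP array did, and give no error rate for its comparisons. Of 40 random lists, 38 ranked within the 2.5 to 97.5 percentiles, and a list of 30 genes shifted by 1 ranked at 99.9.

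The alternatives tried were each array centred on its median or on genes used by every cell, a further quantile normalization, the mean of all probes of a gene, only the 12153 genes with the higher mean levels, limma with a trend and robust spread, leaving out each day, no day block, a day term, and other sizes of the fold counted. The sequencing, open chromatin and qPCR data of the study were not analysed here.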

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

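The tests of a second macrophage list and of a second ciliated cell list were written before their values were seen; the tests of scaling, of the cells' own expression, of lost transcripts, of macrophage RNA on the C-IAAP array and of other splits were chosen after the result was seen.

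Macrophage genes, which the paper does not discuss as such for the control arrays, gave a signal above that of C-AT2s in C-IAAPs, with a median log2 difference of 4.20 over 22 alveolar macrophage genes, and the same genes were higher in E-IAAPs than in E-AT2s. Scaling between arrays is argued against, as 21 of the 22 still passed between E-IAAPs and E-AT2s with arrays centred on genes used by every cell. Macrophage cells or their RNA in the sort of the IAAPs are a candidate source. A second list of 14 measured genes had a median difference of 2.70 between E-IAAPs and E-AT2s, with 14 of 14 higher. Some abundant transcripts came along, such as Chil3 at a log2 signal of 15.03 and Ptprc at 12.38 in E-IAAPs of day 7. Not every leukocyte gene was seen to: of 29 general leukocyte and myeloid genes, 20 passed as higher in limma and 9 did not pass. The sort used an EpCAM stain and tdTomato of the Sftpc lineage, gates meant for epithelial cells of that lineage. Whether they kept out macrophages was not measured here, and CD45 is not among the stains listed for the sort. Of the 22 alveolar macrophage genes, 7 were above background in C-AT2s and 3 are in another list. Expression by the IAAP cells themselves cannot be told apart from this, since the AT2 markers, with a median of -0.54, were measured in the same bulk RNA.

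The C-IAAP array stood far from the other 7, and 12108 genes differed by more than 2-fold between C-IAAPs and C-AT2s, against 5289 between E-AT2s and C-AT2s at day 7, with no test. Scaling is argued against, since the median Spearman correlation with the other arrays, which rescaling leaves as it is, was 0.823. Macrophage RNA is argued against as the whole cause, since the median signal of the macrophage genes was lower there than on every E-IAAP array. The list median on the C-IAAP array minus the lowest list median of the E-IAAP arrays was -1.58. Loss of transcripts at low RNA input is a candidate explanation: 17 of 2922 genes that were bright on the other 7 arrays were lost on this array, and 0 were on any other, with no test. The count cannot decide it. For every other array the 7 compared with include the C-IAAP array, which makes a count of 0 more likely, and equally large gains were not counted. A state of control IAAPs cannot be told apart from lost transcripts, as there is 1 C-IAAP array.

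Ciliated cell genes, which the paper does not discuss for the arrays, were higher in E-IAAPs of day 14 than in C-AT2s, with a median log2 difference of 4.25 and no test. They were also higher in C-IAAPs than in C-AT2s, 20 of 22, with a median of 2.09. Their median signal of 8.11 in C-IAAPs was below the background level of that array. Scaling is argued against, as the rank percentile of these genes within their array, which rescaling leaves as it is, rose by a median of 31.3 points from days 4 and 7 to day 14, against -1.23 from day 4 to day 7. Airway cells or their RNA in the sort are a candidate source: a second list of 14 ciliated cell genes was higher on that day by a median of 4.44, with 13 of 14 higher, and Foxj1, the master regulator of cilia, had a signal of 12.62 against 8.68 on day 7. An EpCAM gate would keep these cells, while the gate on tdTomato of the Sftpc lineage is meant to remove unlabelled ones, which was not measured here. In C-AT2s, 7 of the first list's genes were above background. An airway program of the IAAP cells themselves cannot be told apart from this, since the AT2 markers, with a median of -0.71 for the same days, were measured in the same bulk RNA.

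On these arrays the difference between IAAPs and AT2s was not the same in experimental and control lungs, with 1 array for each control population. By the interaction in limma, 1062 genes passed, 687 higher and 375 lower, with 5683 at an unadjusted p under 0.05. Without any 1 of the 3 days 0 passed in limma, with 4502 to 5231 at an unadjusted p under 0.05, and with the day as a term 0 passed, with 5354. All of these genes rest on 1 C-IAAP array, which is assumed to vary as the experimental groups do across days. Sensory receptor genes that lung does not use had a median fitted difference of -0.73 in the interaction. A raised floor of the C-IAAP array is thus not set apart from a difference between the lungs. Among the oxidative phosphorylation genes, Ndufb7 and Ndufa10 passed as higher, also when adjusted over the list alone (adjusted p = 0.00178 for the list, adjusted p = 0.889 with an estimated correlation).

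The paper states that mature AT2s leave the cell cycle after Fgfr2b deletion, and finds more EdU-labeled cells in E-IAAPs than in E-AT2s at day 14. On days 7 and 14 it also reports more proliferation of tdTomato-labeled cells in experimental lungs. Those sections do not tell AT2s from IAAPs. On the arrays, genes of S, G2 and M phase had a median E-IAAP minus E-AT2 difference of 0.55, -0.56 and 0.46 on days 4, 7 and 14. They were higher in E-AT2s of day 7 than in C-AT2s, which the paper does not report from the arrays. The median log2 difference was 2.20 at day 7, against 0.60 on day 4 and 1.38 on day 14. Of the 43, 41 were higher at day 7 and 25 were highest of all on the E-AT2 array of day 7. In the limma fit over the 3 days 0 of the 43 passed, also when adjusted over the list alone, with 11 higher and 0 lower at an unadjusted p under 0.05. The list had an adjusted p of 2.73e-12 from camera (adjusted p = 0.96 with an estimated correlation, and 0.849 from fry). Mki67 was at least 43.7-fold higher at day 7 (adjusted p = 0.466 over the days) and Top2a, a topoisomerase of dividing cells, at least 14.7-fold (adjusted p = 0.606).

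Between E-IAAPs and E-AT2s the arrays of 3 days can be split in 10 ways, too few for a share under 0.05. The real split gave 318 genes and the highest of the others gave 0. In this count 1 split of the 10, the real one, gave as many. Of the 10, 4 keep 1 array of each day in each group, the real one included. The other 6 break the pairing within days that the fit uses. The 3 others that keep it gave 0 genes each. They swap the populations of 1 day, which puts the difference between populations into the spread of the fit. A count of 0 is then likely in any case, so it decides nothing.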

How the results depend on the processing

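The replacement of day 7 by day 4 or 14 in E-IAAPs was chosen after the values were seen; the other alternatives were planned. Under the scalings, the mean of probes and the filter on dim genes, between 313 and 364 genes passed for E-IAAPs against E-AT2s (318 as reported), 3561 to 4144 for E-IAAPs against C-IAAPs and 2774 to 3687 for C-IAAPs against C-AT2s. With a trend and robust spread these were 588, 5253 and 4593. Centring on genes used by every cell moved the median of all genes from 0.09 to 0.24 for C-IAAPs against C-AT2s at day 7.

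Leaving out a day removed arrays and degrees of freedom. Without day 4, 7 or 14, 0 genes passed for E-IAAPs against E-AT2s by limma (2281 to 2362 at an unadjusted p under 0.05), 1402 to 2442 for E-IAAPs against C-IAAPs, 1270 to 1873 for C-IAAPs against C-AT2s and 0 for the interaction (4502 to 5231 unadjusted). Without the experimental day 7 arrays alone the middle 2 were 2221 and 1873, and without day 14 they were 2442 and 1855. With no day block, or with the fit of all 8 arrays, 483 passed for E-IAAPs against E-AT2s. With the day as a term, 1407, 1640 and, for the interaction, 0 passed (5354 unadjusted). The interaction gave 547 with the mean of probes, 1648 among the brighter genes and 1885 with a trend and robust spread. For E-AT2s against C-AT2s 1 gene passed with the mean of probes; its other alternatives gave 0 by limma, with 626 to 1690 unadjusted. Beyond the fewer arrays or genes, the cause was not tested.

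Of genes past the fold at day 7, 6133 were left among the brighter genes and 5151 at 4-fold for C-IAAPs against C-AT2s, and 5240 and 4200 for E-IAAPs against C-IAAPs. For E-AT2s against C-AT2s there were 1296 and 1214, 9891 at 1.5-fold, and 3521 with the mean of the days.

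The median of the FGF targets for E-IAAPs against C-IAAPs was -0.49 with day 4 and -0.54 with day 14 in place of day 7, and that of the AT2 markers was -0.17 with day 14, a reversal; the cause was not tested. The list tests were lost with an estimated correlation, and fry did not pass, for the regulators (0.873 and 0.256) and the S, G2 and M phase genes (0.967 and 0.545) in E-IAAPs against C-IAAPs, and for the AT2 markers in C-IAAPs against C-AT2s (0.822 and 0.259). Fry tests a list against no change and not against other genes, so a pass does not uphold a camera result; in E-IAAPs against C-IAAPs it also passed for genes used by every cell and sensory receptors. Gsdme, a gasdermin of cell death, reversed in the interaction with the mean of probes, to 0.23. Of the values of singly named genes, 1145 kept their direction and side of the threshold, 161 no longer passed, 5 newly passed and 1 reversed. Of the list medians 287 moved by less than their spread and 43 by more.

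Signal over background limits what is compared with C-IAAPs, whose background level was 8.67.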

Differences from the paper's values

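The paper's z values below were read by eye from colours, and their basis is not stated; the z values here are over the 5 arrays those panels draw as conditions, and no test was added after seeing them. Over 5 arrays such a value cannot reach -2, so the values are not on one scale: only the signs can be compared, and sizes more than 0.5 apart are listed for completeness. For Etv5, a target of FGF receptor signaling, the paper's z value in C-IAAPs is about -2 in Fig. 2b, read by eye, and the value here is 1.40. For Sftpb it is about -2 in Fig. 2e, read by eye, in the paper and -0.83 here. For Sftpa1 it is about -2 in Fig. 2e, read by eye, in the paper and 0.83 here. For these genes each of the alternatives set before the data were examined, the 2 centrings, the further quantile normalization and the mean of all probes, differs too: 1.20, 1.48, 1.14 and 1.40 for Etv5, -0.84, -0.70, -0.96 and -0.06 for Sftpb, and 0.34, 1.05, 0.55 and 0.83 for Sftpa1. The sign is opposite for Etv5 and Sftpa1 and the same for Sftpb. For Sftpc, which lies at the top of the scale, the sign is the same as the paper's, with a value here of -1.55.

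The panels draw C-IAAPs lowest of their conditions for most of the genes. Of the genes drawn that way and measured, C-IAAPs were lowest for 32 of 63 in Fig. 2a, 10 of 20 in Fig. 2b and 10 of 26 in Fig. 2e. In direction, most genes of these 3 panels were lower in C-IAAPs than in C-AT2s and higher in E-IAAPs of day 7 than in C-IAAPs, as the paper has them; Figs. 2c and 2d were not tallied. Lcn2, drawn in Fig. 2e, was also higher in E-IAAPs than in C-IAAPs.

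The paper states that Fgfr2b signatures were upregulated in E-IAAPs. By qPCR of sorted cells it also reports higher Fgfr2b, Etv5, Sftpc and Sftpb in E-IAAPs than in C-IAAPs. It backs Fgfr2b and Sftpc with protein staining of sorted cells. Those data were not analysed here. Of the paper's own genes in Fig. 2b, 21 of 27 measured were higher in E-IAAPs of day 7 than in C-IAAPs, with a median log2 difference of 0.38. Of 20 FGF receptor targets on a list written from general knowledge, 1 passed as higher, Ier3 (adjusted p = 0.0279), from a signal below background, and 1 as lower, Sox9, below background in both groups, by limma, and Etv5 had a log2 difference of -0.98 (adjusted p = 0.127). The paper calls C-IAAPs quiescent, and of its own genes in Fig. 2a 44 of 71 measured were lower in C-IAAPs than in C-AT2s, with a median of -0.58, as were most of 120 regulators, with a median of -0.24. In contrast, genes of S, G2 and M phase had a median log2 difference of 1.00 between C-IAAPs and C-AT2s, with an adjusted p of 0.185 for the list, but 30 of the 43 lay below background on the C-IAAP array, and sensory receptor genes not used in lung had a median of 0.64 in the same comparison.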

Other observations

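The values of E-IAAPs of days 4 and 14 against C-IAAPs were chosen after the values were seen. Most genes that handle lipoproteins and take up lipids, which macrophages and AT2 cells both use, had higher signals in E-IAAPs than in C-IAAPs. At day 7, 15 of 19 were higher and 4 lower, though fewer passed a test. Of 19 such genes, Fabp4, a fatty acid binding protein, Plin2, which coats lipid droplets, Lipa, the lysosomal lipase, and the receptors Lrp1 and Scarb1 rose and 0 fell by limma (6 and 0 when adjusted over the list alone). All 5 had C-IAAP signals below the background level, and the adjusted p of Plin2 was 0.00204. The list had an adjusted p of 0.00444 (adjusted p = 0.657 with an estimated correlation) and a median of 0.98, 0.69 and 0.68 on days 4, 7 and 14 against C-IAAPs. Between E-IAAPs and E-AT2s, Abcg1, Olr1, Lipa, Fabp4 and Lrp1 were higher and 0 lower (9 and 0 when adjusted over the list alone, adjusted p = 0.00124 for the list, adjusted p = 0.551 with an estimated correlation), and Abcg1, Olr1 and Fabp4 are also in the alveolar macrophage list. Between C-IAAPs and C-AT2s, 4 were higher and 1, Plin2, lower (4 and 5 when adjusted over the list alone).

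Inflammatory cytokine and chemokine genes were higher in E-IAAPs than in E-AT2s, 8 of 25 by limma and 0 lower (15 and 0 when adjusted over the list alone). Il1rn, an antagonist of interleukin 1, and Tnf were among them, each at an adjusted p of 0.0175 and with an E-AT2 signal below the background level; they were chosen after their values were seen. The list had an adjusted p of 1.84e-09 (adjusted p = 0.548 with an estimated correlation). Genes of fatty acid, sterol and phospholipid synthesis, of which AT2 cells make surfactant, were lower as a list in E-IAAPs (median -0.53, adjusted p = 0.00477, adjusted p = 0.663 with an estimated correlation), and 0 of 28 passed by limma, with 2 higher and 3 lower at an unadjusted p under 0.05 (1 higher when adjusted over the list alone).

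For E-IAAPs against E-AT2s further lists gave these medians. Club and secretory cell genes had a median of 2.10 (0 of 12 passed by limma, 9 unadjusted, 8 when adjusted over the list alone; adjusted p = 1.04e-05, adjusted p = 0.548 with an estimated correlation), and basal cell genes had 0.82 (0 of 5, 2 unadjusted; adjusted p = 0.00995, adjusted p = 0.548 with an estimated correlation). T and NK cell genes had 0.54, with Cd2 of 15 passing, B cell genes 0.56 (0 of 8 by limma, 2 unadjusted), neutrophil genes 0.50 (0 of 11, 3 unadjusted), endothelial genes 0.50 (0 of 15, 5 unadjusted), mesenchymal genes 0.12 (0 of 15, 0 unadjusted) and red cell and platelet genes 0.30 (0 of 6, 0 unadjusted). Genes of the state between AT2 and AT1 cells had 0.01, with Krt19 and Lgals3 of 14 passing as higher, and p53 targets had 0.34, with Pmaip1 of 16. Interferon response genes had 0.59 (0 of 14 by limma, 4 unadjusted), Wnt targets -0.59 (0 of 9, 4 unadjusted), MHC class II genes 0.15 (0 of 7, 0 unadjusted) and immediate early and heat shock genes 0.20 (0 of 14, 2 unadjusted). Epithelial genes had -0.49, with Krt19 of 20 passing as higher (adjusted p = 0.00481 for the list, adjusted p = 0.548 with an estimated correlation), and AT1 markers -0.34 (0 of 22 by limma, 1 higher and 3 lower unadjusted). Genes of S, G2 and M phase had 0.19 (0 of 43 by limma, 2 unadjusted), cell cycle inhibitors 0.14 (0 of 15, 2 unadjusted) and cell cycle regulators -0.04, with a mean of 0.04 (0 of 120, 10 higher and 4 lower unadjusted). FGF receptor targets had -0.03, with a mean of 0.09 (0 of 20 by limma, 1 higher and 3 lower unadjusted, 1 higher when adjusted over the list alone), and FGF receptors and ligands -0.24 (0 of 11, 1 higher and 1 lower unadjusted). Pro-apoptotic genes had -0.13, with a mean of 0.13 and Pmaip1 of 20 passing as higher, and anti-apoptotic genes -0.20, with a mean of 0.01 (0 of 8 by limma, 1 unadjusted). Ribosomal protein genes had -0.04 (0 of 35 by limma, 0 unadjusted) and genes used by every cell 0.04 (0 of 22, 1 unadjusted).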
